# Androgen excess uncouples circulating and hepatic lipid homeostasis in females on a high-calorie diet

**DOI:** 10.1016/j.jlr.2026.101031

**Published:** 2026-03-30

**Authors:** Serene Joseph, Vaibhave Ubba, Raniya Kalim, Selin Gunaydin, Mehak Dass, Danielle Waheed, Dalton Hilovsky, Joshua Hartsell, Jack Shpargel, Xiaojing Liu, Juncheng Wei, Ling Yang, Xiaofeng Yang, Hong Wang, Sheng Wu

**Keywords:** androgen excess, androgen receptor, TG, GH, insulin resistance, hyperlipidemia

## Abstract

Androgen excess is a common feature of polycystic ovary syndrome, congenital adrenal hyperplasia, gender affirming hormone therapy and is a known driver of disrupted glucose homeostasis. However, its impact on hepatic lipid regulation remains poorly understood with conflicting results. In age and weight matched female mice, dihydrotestosterone (DHT) treatment under a regular chow diet did not alter hepatic or circulating lipid levels. In contrast, under a western diet, DHT protected against metabolic dysfunction–associated steatotic liver disease by reducing hepatic triglyceride (TG) accumulation, even as it exacerbated systemic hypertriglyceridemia. These effects occurred without changes in hepatic insulin–Akt signaling and were independent of hepatic androgen receptor signaling. Multiomics profiling revealed that DHT reprogrammed hepatic transcription toward a male like pattern driven by pulsatile growth hormone (GH)–STAT5 signaling. DHT enhanced hepatic STAT5 activation, suppressed expression of the fatty acid (FA) transporter Cd36, and reduced hepatic FA uptake, even in the presence of elevated circulating free fatty acid. DHT also increased VLDL-TG secretion and altered hepatic FA composition. Continuous GH infusion, which mimics the female GH secretion pattern, reversed these effects by attenuating STAT5 activation and restoring Cd36 expression. Together, these findings identify a GH-dependent, hepatic androgen receptor -independent pathway through which androgen excess shapes hepatic lipid homeostasis. They further show that DHT elicits divergent systemic effects, with impaired glucose homeostasis and enhanced lipolysis occurring alongside reduced hepatic lipid accumulation but increased TG secretion.

Androgen excess (AE) is a common endocrine problem observed in women with polycystic ovary syndrome (PCOS) (1, 2), congenital adrenal hyperplasia (3), and in individuals receiving gender affirming testosterone therapy (4, 5). Elevated androgen levels are strongly associated with impaired glucose homeostasis, insulin resistance, and dyslipidemia in the above conditions (1, 2, 3, 4, 5, 6). These clinical associations are also seen in animal models of AE which are further exacerbated by increased body weight (BW) and high fat diet exposure (7, 8, 9). Despite these consistent effects on systemic glucose and lipid regulation, the impact of AE on hepatic lipid metabolism remains unclear.

Clinical and experimental studies report conflicting hepatic outcomes in the setting of AE. In individuals receiving testosterone therapy or those with congenital adrenal hyperplasia, AE does not appear to cause clinically significant metabolic dysfunction associated steatotic liver disease (MASLD) (10, 11). Although MASLD prevalence is higher in some individuals with PCOS (12, 13, 14), this may reflect secondary factors such as obesity (15, 16) or developmental fat redistribution (17) as seen in animal models (18). Rodent models with hyperandrogenism also show inconsistent MASLD phenotypes (9, 19, 20), steatosis is typically observed at higher dihydrotestosterone (DHT) doses (>4 fold increase over control) and is often accompanied by increased body weight (BW), which itself promotes hepatic lipid accumulation (21, 22). Moreover, developmental testosterone excess (23) and intrauterine growth restriction (18) predispose offspring to PCOS associated MASLD. These discrepancies underscore substantial gaps in our understanding of adult onset AE and highlight the need to clarify how AE regulates hepatic lipid homeostasis.

The mechanisms by which AE influences hepatic lipid metabolism including free fatty acid (FFA) uptake, de novo lipogenesis, oxidation, triglyceride (TG) secretion, and storage, remain incompletely defined. Our previous studies demonstrated that AE impairs hepatic insulin signaling under regular chow conditions, an effect abolished by hepatocyte-specific androgen receptor (AR) KO (HepARKO) (24). It remains unclear whether pathophysiologically relevant AE in adulthood contributes to MASLD development or what mechanisms underlie such effects. To address this gap, we examined how AE, underweight-matched conditions, regulates hepatic lipid metabolism in both regular diet (RD) and western diet (WD) settings. We hypothesized that DHT would induce a fatty liver phenotype, and we conducted extensive experiments to rigorously test this hypothesis with various doses of DHT under different treatment duration and diet conditions. Contrary to our initial hypothesis, we found that under caloric excess, DHT treated mice exhibited reduced liver lipid levels without alteration under RD. Our studies suggested that this phenotype is through growth hormone (GH)–STAT5–dependent regulation of hepatic lipid metabolism.

## Materials and Methods

### Animals

Female mice with a floxed AR (Ar fl/fl) as previously described (24) were used in this study. The methodology for generating, genotyping, and validating this mouse line has been previously described (24). All procedures were performed with the approval of the Institutional Animal Care and Use Committee at Temple University. Female mice (7 weeks old) were implanted with silastic pellets (Dow Corning, 0.04 mm inner diameter and 0.085 mm outer diameter; Thermo Fisher Scientific, Hampton, NH) filled with DHT (4–10 mm) or empty vehicle (Veh). Pellets were replaced every 4 weeks to maintain DHT levels (24). Mice were randomly assigned to 4 groups: Control-Vehicle (Con-Veh), Control-DHT (Con-DHT), hepatic ARKO-Vehicle (HepARKO-Veh), and hepatic ARKO-DHT (HepARKO-DHT).

### Diet

Female mice were maintained on either normal chow (LabDiets 5,053, 4.11 kcal/g, Indiana) or a western/NASH diet (WD; Research Diets D09100310, 40% fat [mostly palm oil], 20% fructose, 2% cholesterol, 4.49 kcal/g, NJ). Female mice are resistant to steatosis with high fat diet alone, but the addition of fructose in WD accelerates liver lipid accumulation. Animals were housed under a 12-h light/dark cycle with ad libitum access to water.

### Dietary conditions and duration of DHT treatment

Mice were implanted with 10 mm DHT (DHT) or empty Veh pellets and maintained on either regular chow (RD) or WD. In the RD study, animals were observed for either 8.5 weeks (short term) or 6 months (long term). In the WD study, mice were maintained on WD for 8.5 weeks; BW was recorded weekly, and glucose, insulin, and pyruvate tolerance tests (GTT, ITT, PTT) were performed at designated time points. Detailed methodology in Supplemental methods (SM).

In a separate WD cohort, mice were pre fed WD for 6 weeks before subsequently receiving DHT or Veh pellets for an additional 2.5 weeks (total WD duration: 8.5 weeks). At the study endpoint, mice were fasted overnight and euthanized. Serum and tissues were collected. Organ weights were normalized to BW.

### Continuous GH perfusion study

In a separate cohort, mice were fed WD for one week before implantation with either a DHT pellet alone or a DHT pellet in combination with a growth hormone (GH, Cat#: Z02192-1, GenScript USA Inc.) filled osmotic pump (RWD Cat# 1006W; or Alzet Cat# 2006), as described previously (25, 26). The osmotic pumps delivered GH continuously into circulation at 48 ng/ml/hour/mouse for the 6-weeks duration of the study.

### Comprehensive Laboratory Animal Monitoring System

To assess whole-body energy metabolism under conditions of calorie excess and elevated androgens, mice underwent indirect calorimetry using a Comprehensive Laboratory Animal Monitoring System (Columbus Instruments, Columbus, OH). Detailed method is in SM.

### Hormone and biochemical assays

Serum hormones and biochemical markers, including insulin (7h fasting), leptin (overnight fasting), FGF21, DHT, ALT (overnight fasting), prolactin, and GH were measured using commercially available ELISA or bead-based assays according to the manufacturers' instructions. HOMA-IR was calculated from fasting glucose and insulin values levels as previously published (27). Detailed information is provided in SM and Supplemental Table S1.

### Histology

Liver tissues were fixed, sectioned, and processed for H&E, Sirius Red, Oil Red O, and F4/80 immunostaining using standard protocols. F4/80-positive cells were quantified using Fiji/ImageJ. Detailed staining procedures, antibodies, and imaging conditions are provided in SM.

### Triglyceride, cholesterol and free fatty acid determination

TG, cholesterol and free fatty acids (NEFA/FFA) were measured using the Triglyceride Determination Kit (Sigma-Aldrich, Cat# TR0100) and the Cholesterol Assay Kit (Abcam, Cat# ab65390) and Free fatty acids (NEFA/FFA) Fluorometric Assay kit (Elabscience, Cat# E-BC-F039) following the manufacturers' protocols. Detailed methods are given in SM. The same cohort was measured within one plate. Treatment and duration are different between studies, and the absolute value cannot be compared.

### VLDL TG secretion and fatty acid uptake

Hepatic TG production was assessed in mice injected with Poloxamer-407(Sigma-Aldrich, Cat# 16758; 1,000 mg/kg). Ex vivo fatty acid uptake was measured by fluorescence after incubation with 1 μM BODIPY FL C16 (Thermo Fisher Scientific, Cat# D3821). Detailed methods are given in SM.

### Hepatic fatty acid composition

Liver tissue (∼30 mg) was extracted using ice-cold 80% methanol containing a [^13^C_16_]-palmitic acid internal standard, and LC-ready supernatant collection. FFA was analyzed on a Vanquish UHPLC coupled to an Orbitrap Exploris 480 mass spectrometer using a HILIC amide column. Data were processed with Sieve software (Thermo Fisher Scientific, https://tools.thermofisher.com/content/sfs/brochures/BR-63141-SIEVE-Software-for-Differential-Expression-Analysis.pdf), and FFA species were identified by theoretical m/z and retention times, and quantified relative to the internal standard. Detailed methods are given in SM.

### RNA sequencing and serum proteomics

RNA sequencing and serum proteomics were done on liver and serum samples collected from WD fed mice. For the purposes of biological pathway analysis, all genes with adj *P* value ≤ 0.05 were used. Detailed methods are given in SM.

### Quantitative RT–PCR

Total RNA was extracted from mouse liver using TRIzol reagent (Thermo Fisher Scientific Cat# 15596026) and reverse transcribed with the iScript cDNA Synthesis Kit (Bio-Rad, Cat# 1708890). qRT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad, Cat# 1725120) on a CFX96 Real-Time PCR System (Bio-Rad). Relative gene expression was calculated using the ΔΔCt method and normalized to Rpl19 (28). Primer sequences are listed in Supplemental Table S2.

### Western blots

Mouse liver tissues were lysed in RIPA buffer (Thermo Fisher Scientific, Cat # 89900) supplemented with protease and phosphatase inhibitors (Thermo Fisher Scientific, Cat # A32959). Nuclear proteins were separated using the NE- PER kit (Thermo Fisher Scientific, Cat # 78833) supplemented with protease and phosphatase inhibitors. Serum samples (2 μl) were diluted (1:5), denatured, and subjected to western blots. Primary antibodies are listed in Supplemental Table S3.

### Statistical analysis

Data are presented as mean ± SEM. Comparisons between 2 groups were performed using an unpaired Student's *t* test. Two-way ANOVA was used to assess 2 factors and their interaction, followed by Tukey's post hoc test for multiple comparisons. The specific statistical method used for each analysis is indicated in the corresponding legend. Statistical significance was set at *P* ≤ 0.05. All analyses were performed using GraphPad Prism 9.0 (San Diego, CA).

## Results

### DHT treatment does not alter serum or hepatic lipid levels in RD fed mice

Mice maintained on RD were implanted with 10 mm DHT pellets for 8.5 weeks and euthanized in a fasted state to assess hepatic lipid accumulation. DHT levels were further confirmed as 332.3 ± 33.01 pg/ml (Con-Veh: 117.4 ± 35.51 pg/ml, ∼three fold). DHT treatment did not affect BW or liver weight (corrected to BW) under RD conditions. Similarly, liver TG levels and cholesterol, serum TG and cholesterol, serum alanine aminotransferase (ALT) remain unchanged following DHT treatment under RD conditions (Table 1).

**Table 1:** Adult female mice fed with WD and receiving DHT for 8.5 weeks developed steatosis

Weeks	8.5 weeks			
Diet	Reg		Ta	
	Veh	DHT	Veh	DHT
Bw (g)	22.73 ± 0.31^a^	22.92 ± 0.55^a^	23.55 ± 0.46^a^	24.58 ± 0.50^a^
Corrected liver weight (g/g)	0.043 ± 0.003^a^	0.041 ± 0.001^a^	0.051 ± 0.001^b^	0.046 ± 0.001^a^
liver TG (mg/g)	27.45 ± 3.08^a^	23.13 ± 2.71^a^	39.48 ± 2.76^b^	22.00 ± 2.77^a^
Liver Cholesterol (mg/g)	3.64 ± 0.10^a^	3.74 ± 0.30^a^	5.51 ± 0.31^b^	3.62 ± 0.13^a^
Serum TG (mg/dl)	57.61 ± 15.61^a^	60.08 ± 7.27^a^	57.61 ± 5.12^a^	102.5 ± 9.32^b^
Serum Cholesterol (mg/dl)	115.9 ± 15.09^a^	111.8 ± 8.55^a^	181.1 ± 9.35^b^	189.8 ± 11.41^b^
ALT (U/L)	38.62 ± 7.27^ab^	27.26 ± 4.97^b^	56.64 ± 4.38^a^	47.13 ± 7.31^ab^

Mice were fed either a RD (n = 4–8) or a WD (n = 8–18) and treated with vehicle (Veh) or DHT. Statistical analysis was performed using two-way ANOVA followed by Tukey's post hoc test. Data are presented as mean ± SEM. Groups sharing the same letter are not significantly different, whereas groups with different letters are significantly different (*P* ≤ 0.05).

WD, western diet.

To examine the long-term effects of DHT, a separate cohort of mice was treated with DHT for 6 months while maintained on RD (Supplemental Fig. S1A). No significant differences were observed in BW or liver weight (corrected to BW) (Supplemental Table S4). Histological analysis of liver sections stained with H&E and Oil Red O revealed no evidence of increased fat accumulation in DHT treated mice (Supplemental Fig. S1B, C). Quantitative biochemical assays showed no significant differences in hepatic TG and cholesterol content. Serum TG, cholesterol levels and ALT levels remained comparable in both Veh and DHT treated groups (Supplemental Table S4).

Overall, these findings demonstrate that both short-term and long-term DHT treatment under RD, does not alter BW or induce hepatic steatosis in female mice. Similar results were observed with the use of 4 or 6 mm DHT pellets (1.5–2 FC of DHT levels compared to Con-Veh, data not shown).

### DHT impairs glucose tolerance in WD fed female mice without changing body weight

Female mice were fed a WD (contains high fructose and accelerates steatosis development compared to a high fat diet alone) and were treated with 10 mm DHT (Con-DHT) or vehicle (Con-Veh) for 8.5 weeks (Fig. 1A). Whole-body energetics (Table 2), including RER, heat production; activity, and food intake were unchanged between groups. BW (Fig. 1B) remained unaltered between Con-Veh and Con-DHT mice under WD over 8.5 weeks (correspondingly, there was no increase in corrected weight of gonadal fat and inguinal fat, but an increase in brown adipose tissue, *P* < 0.01, Supplemental Table S5). DHT mice exhibited disrupted glucose homeostasis as under RD (24). Fasting glucose levels were significantly elevated after 7 h of fasting in the DHT group (Fig. 1C). Correspondingly, fasting serum insulin levels were significantly increased; resulting in a marked rise in HOMA-IR values (Fig. 1D, E). Glucose tolerance was impaired in DHT treated mice, as indicated by significantly higher serum glucose levels and an increased area under the curve (AUC) (Fig. 1F, G). While the relative glucose levels were lower in the Veh group compared to the DHT in ITT, there was no difference in the incremental AUC when calculated from the respective baseline for each group (Fig. 1H, I). However, the PTT showed no significant differences between the groups (Fig. 1J, K). p-Akt, Pck1 (PEPCK encoded) and G6Pase, key proteins mediating hepatic insulin signaling and gluconeogenesis respectively, were unchanged (Fig. 1L, M). There was a trend toward increased GTT AUC in HepARKO-DHT compared with HepARKO-Veh mice (Supplemental Fig. S5A, B).

**Fig. 1:**
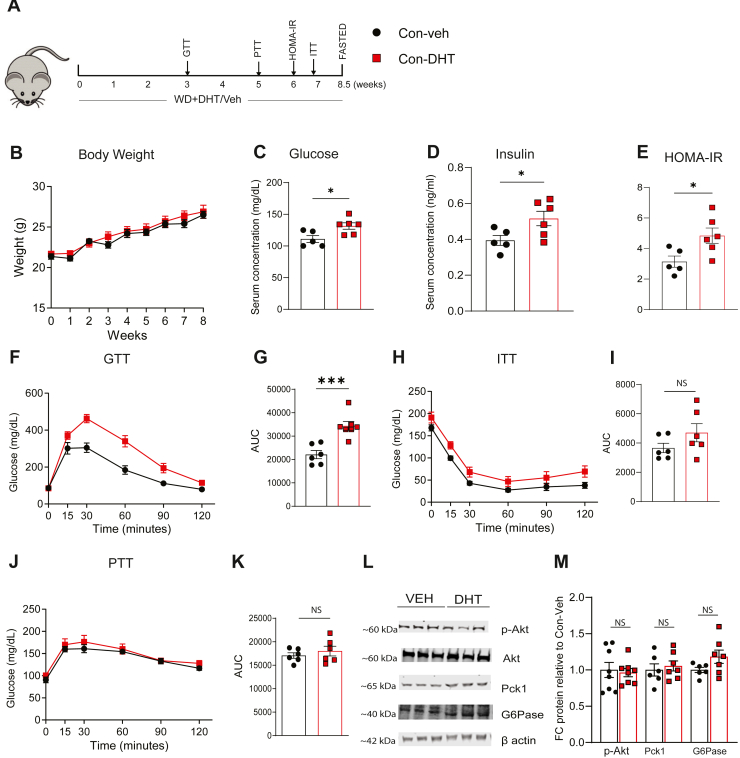
DHT impaired glucose homeostasis in WD fed mice (A) Schematic diagram: Ar floxed female mice on WD were treated with DHT or Veh for 8.5 weeks (B) Body weight over 8 weeks (C–E) Fasting (7 h) blood glucose levels, insulin levels, HOMA-IR. (F, H, J) Glucose tolerance test, Insulin tolerance test, Pyruvate tolerance test. (G, I, K) Area under curve (AUC) for glucose tolerance test, insulin tolerance test and pyruvate tolerance test respectively. (L–M) Representative western images, densitometric analysis of p-AKT, PEPCK, G6Pase respectively. N = 5–8. Statistical analysis was performed by Student's *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05, ∗∗∗*P* < 0.001, NS, non significant; FC, Fold change; WD, western diet; DHT, dihydrotestosterone.

**Table 2:** Adult female mice fed with WD and receiving DHT for 8.5 weeks did not show changes in whole body energetics

	Con-Veh	Con-DHT	*P* Value
	Mean ± SEM	Mean ± SEM	
RER	0.89 ± 0.01	0.92 ± 0.01	NS
Heat (kcal/hr)	0.44 ± 0.01	0.47 ± 0.01	NS
X ambulatory	392.7 ± 78.24	332.7 ± 54.51	NS
Food intake (g)	6.06 ± 0.40	7.01 ± 0.70	NS

Whole body energetics were performed on mice fed a WD with DHT or Veh. Statistical analysis was done by Student's *t* test. (N = 7 each). Values are mean ± SEM (*P* ≤ 0.05).

NS, Non Significant; WD, western diet.

### DHT treatment induces hyperlipidemia but improves MASLD in WD fed adult female mice independent of hepatic AR

Experimental set up is described in Fig. 2A. Mice were sacrificed after being fed a WD for 8.5 weeks. Liver (Table 1) weights were recorded. Female mice exhibited increased MASLD parameters on WD compared to RD (Table 1). Compared to Con-Veh female mice, the livers from 10 mm DHT treated (Con-DHT) appeared visually less pale (Fig. 2B, left 2 columns), and showed reduced fat accumulation by H&E and Oil Red O staining (Fig. 2C, D), with reduced liver weight (corrected to BW) (Table 1).

**Fig. 2:**
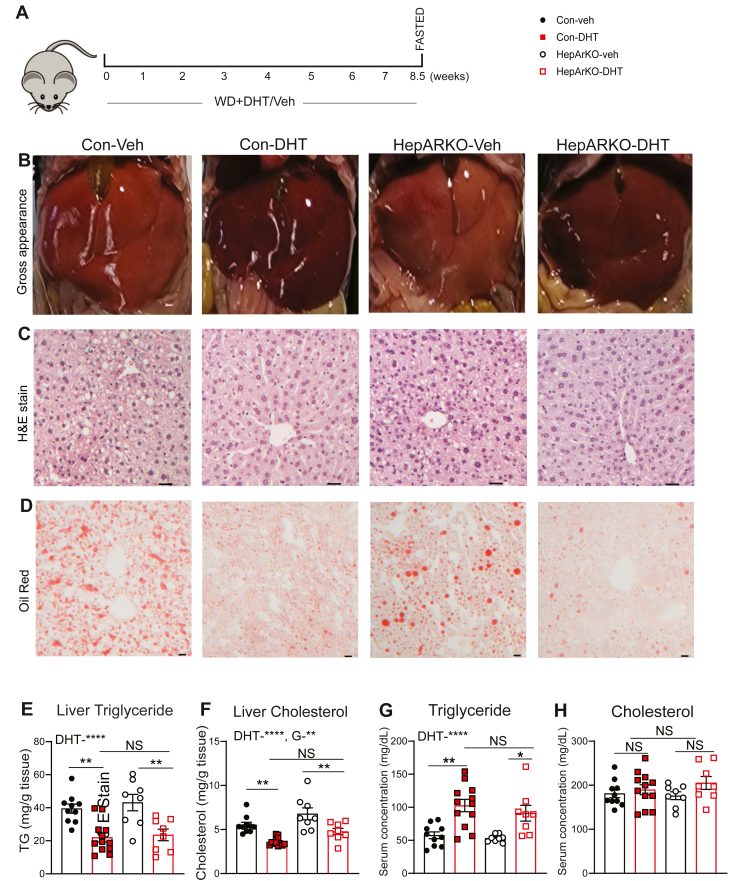
DHT treatment protected against metabolic dysfunction associated steatotic liver disease, but elevated serum triglycerides in WD fed mice independent of the hepatic androgen receptor (A) Schematic diagram: Ar floxed female mice on WD were treated with DHT or Veh for 8.5 weeks (B) Representative images of gross liver appearance and (C–D) H&E stain (20x), Oil Red (4x) staining in Con-Veh, Con-DHT, HepARKO-Veh, HepARKO-DHT mice. Scale bar: 20 μM. (E–F) Liver TG, cholesterol and (G–H) Serum TG, cholesterol in Con-Veh, Con-DHT, HepArKO-Veh, HepArKO-DHT mice. (N = 8–12). Statistical analysis was performed by 2-way ANOVA followed by Tukey's test. Data are presented as mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001, NS, non significant; WD, western diet; DHT, dihydrotestosterone.

To determine the role of hepatic Ar in MASLD, the study was extended to include hepatic androgen receptor knock out (HepARKO) mice treated with Veh and DHT. In these mice, the livers of DHT treated animals (HepARKO-DHT) again appeared less pale, had reduced lipid droplet by H&E and Oil Red O staining compared to their HepARKO-Veh counterparts (Fig. 2B–D, right 2 columns).

The liver (Fig. 2E, F) and serum (Fig. 2G, H) TG and cholesterol levels were compared among Con-Veh, Con-DHT, HepARKO-Veh, and HepARKO-DHT groups. Con-DHT had reduced liver TG and cholesterol, but increased serum TG levels compared to Con-Veh (Table 1). Similar patterns were seen in HepARKO-DHT when compared to HepARKO-Veh (Fig. 2). There was no significant difference in liver and serum TG, liver cholesterol between Con-DHT and HepARKO-DHT groups, suggesting these changes were not mediated by hepatic AR (Fig. 2E–G). Additionally, liver fibrosis and inflammation as assessed by picrosirius red staining and F4-80 staining respectively (Supplemental Fig. 2A, B), were not altered by DHT under current conditions.

### Liver transcriptomics revealed a male-biased, GH–STAT5 driven hepatic gene expression profile

To determine how AE reprograms the female liver, RNA sequencing was performed on liver samples from Con-DHT and Con-Veh mice maintained on a WD. 

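The livers came from 4 Con-Veh and 4 Con-DHT mice, with 1 library per mouse. The Con-DHT mice carried a 10 mm DHT pellet for 8.5 weeks. The authors trimmed the reads, aligned them with STAR to the Ensembl mouse genome, counted uniquely mapped reads in exons with featureCounts and compared the groups with DESeq2. The values they deposited are the read counts of each gene divided by a size factor for the library, so that the libraries are already scaled to each other. The table holds 14371 features, of which 54 are synthetic spike-in transcripts that were added to the RNA before library preparation and 14317 are mouse genes listed by Ensembl identifier. Each value is a whole multiple of the worth of a single read in its library, and 100% of the values came out as whole reads when divided by it. These recovered reads on genes summed to between 14240001 and 17815944 per Con-Veh library (median 15439690) and between 13123962 and 15205299 per Con-DHT library (median 14375913). The supplemental methods give a depth of 20M reads per sample, and the values here rest on the reads counted on genes. Each value was taken as log2(value + 1) and the groups were compared with limma's moderated test with an intensity trend and Benjamini-Hochberg adjustment, over the 14312 mouse genes with a mean value of at least 10. A fold change on this scale understates the change of genes with low values. Counting kept reads that map to a single place, so the values of individual members of the Mup, Cyp, Sult, Ces and Serpina1 families, whose copies are alike in sequence, are uncertain. Gene symbols, found for 14287 of the mouse genes, and positions were taken from GENCODE M21 on GRCm38. The paper's text does not name the build that was used for alignment. Means are given with the SD over the 4 mice of a group, which covers differences between animals as well as counting error. No sequencing batch is given in the labels or the paper's text.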

At a broader level, differentially enriched genes as depicted in the volcano plot (Fig. 3A) highlight a pronounced masculinization of hepatic transcriptome in DHT treated mice. 

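At an adjusted p of at most 0.05 (limma, Benjamini-Hochberg), 1032 of the tested genes differed between Con-DHT and Con-Veh livers, which is 7.21%. Of these, 658 were higher and 374 were lower in Con-DHT. With a log2 fold change of at least 1 in size in addition, 372 genes were higher and 69 were lower, while the median log2 fold change of all tested genes was -0.0081. Of the 658 genes called higher, 139 are annotated as processed pseudogenes, whose rise may be technical. When only genes with a mean value of at least 50 were tested, 116 were higher and 44 were lower by that size, so that much of the excess lay in weakly expressed genes. In 1006 of the differing genes, all 4 Con-DHT libraries lay on the same side of all 4 Con-Veh libraries. Over all tested genes this held for 2162, or 15.1%, against 2.86% without a difference. The number of differing genes fell most when Con-Veh replicate 4 was left out, to 633. Among genes that the paper does not name, the largest increases with a mean value of at least 50 and no overlap between the groups were those of Mup9 (3.84 on the log2 scale), Mup19 (3.33), Flnc, Cyp2u1 (2.96) and Rpl31-ps9 (2.86). Flnc, which encodes filamin C and lies on chromosome 6 from 29433256 to 29461883, rose from 49.6 ± 23.9 in Con-Veh to 363 ± 27.0 in Con-DHT (SD, n = 4), a log2 fold change of 2.97 (SE 0.29, adjusted p = 0.00041 by limma). Rpl31-ps9 is annotated as a processed pseudogene of a ribosomal protein gene, so its reads could have been split with the parent gene. The largest decreases under the same rule were those of Cyp2c40, Atp6v0d2 (-2.10), Igha (-2.02), Cyp2c39 (-1.70) and Gm16348 (-1.51). Cyp2c40, on chromosome 19 from 39767071 to 39812814, fell from 2306 ± 458 to 326 ± 339 (SD, n = 4), a log2 fold change of -3.29 (SE 0.52, adjusted p = 0.0047 by limma). The adjusted p of Atp6v0d2 and of Gm16348 passed 0.05 without the intensity trend, at 0.055 and 0.069, and with the replicate number as a block, at 0.075 and 0.096, and with each replicate left out in turn it stayed at most 0.05 in 3 of 8 fits for either gene and in 6 of 8 for Cyp2c39.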

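The cytochrome P450 genes Cyp2b13, on chromosome 7 from 26061497 to 26096197 of GRCm38, and Cyp3a44, on chromosome 5 from 145773983 to 145805874, fell from deposited values of 3240.4 ± 945 in Con-Veh to 32.1 ± 27.4 in Con-DHT (SD, n = 4) and from 1251 ± 657 to 23.0 ± 14.6. Their log2 fold changes were -7.07 (SE 0.61, adjusted p = 0.00025 by limma) and -5.77 (SE 0.43, adjusted p = 0.00015). The sulfotransferase genes Sult3a1, on chromosome 10 from 33857721 to 33879532, and Sult2a2, on chromosome 7 from 13733505 to 13779636, changed by -6.07 (SE 0.57, adjusted p = 0.00033) and -5.71 (SE 1.06, adjusted p = 0.011). Sult2a2 varied widely in Con-Veh, at 315 ± 375 (SD, n = 4). A1bg, on chromosome 15 from 60896859 to 60923012, fell by 5.86 on the log2 scale (SE 0.86, adjusted p = 0.0034). Among the genes that rose, Mup7 on chromosome 4 from 60066469 to 60070475 went from 20.2 ± 4.56 in Con-Veh to 10724 ± 8935 in Con-DHT, a log2 fold change of 8.43 (SE 0.65, adjusted p = 0.00017 by limma). Mup14, on chromosome 4 from 61300023 to 61304000, rose by 6.51 (SE 0.48, adjusted p = 0.00015). Mup1, on chromosome 4 from 60498012 to 60501960, had at most 3 reads in every Con-Veh library and was at least 56.4-fold higher in Con-DHT. Cyp4a12a, on chromosome 4 from 115299046 to 115332815, rose from 4.04 ± 1.81 to 1104 ± 694, a log2 fold change of 7.45 (SE 0.60, adjusted p = 0.00021). Hsd3b5, on chromosome 3 from 98618634 to 98630252, rose by 5.40 (SE 0.91, adjusted p = 0.0068), with log2 fold changes between 4.70 and 6.44 as each mouse was left out. Serpina1e, on chromosome 12 from 103946931 to 103958975, rose from 798 ± 874 to 17085 ± 21597, a log2 fold change of 4.01 (SE 0.93, adjusted p = 0.030). Its SD was as large as its mean in either group, and its adjusted p was 0.066 without the intensity trend and stayed at most 0.05 in 4 of the 8 fits that left out a mouse. In each of these 11 genes all 4 Con-DHT libraries were on the same side of all 4 Con-Veh libraries (exact two-sided permutation test, p = 0.029, the smallest that 4 mice against 4 allow).

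**Figure D1:**
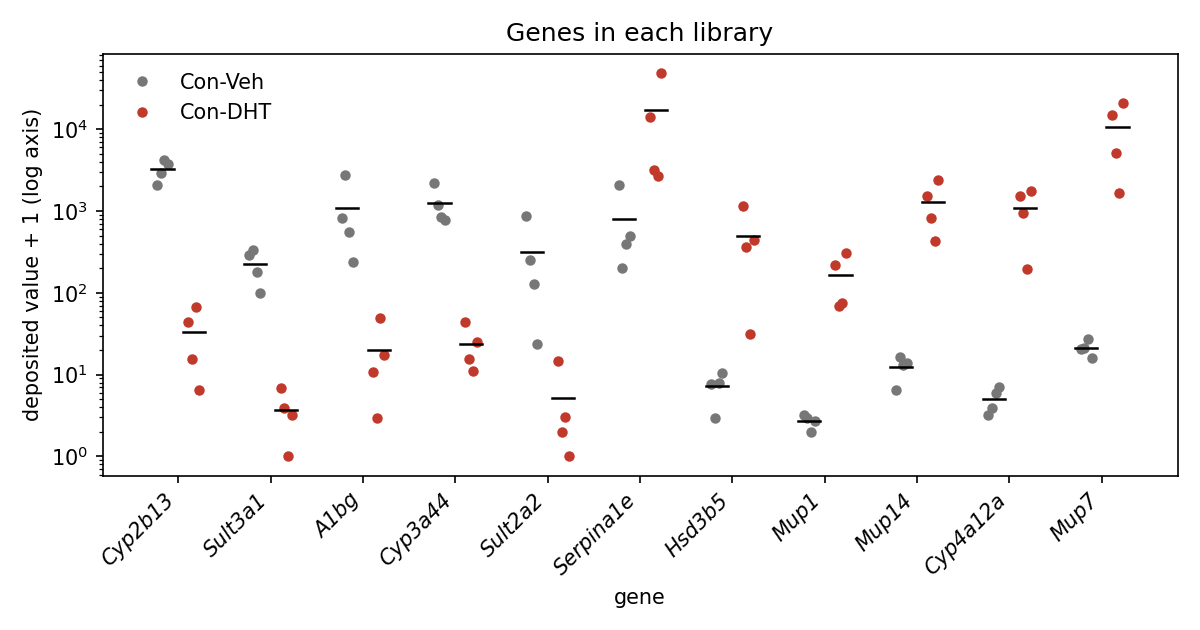
Deposited value plus 1 of 11 genes in each library, on a log axis. Grey points are the 4 Con-Veh libraries, red points the 4 Con-DHT libraries and black bars the group means; genes are ordered from the largest decrease (Cyp2b13) to the largest increase (Mup7), and in every gene the red and grey points do not overlap.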

Female-biased genes, including *Fmo3, Cyp2b13, Sult3a1, Sult2a2, A1bg*, and *Cyp3a44*, were significantly suppressed, whereas male-biased genes such as *Mup, Cyp4a12a, and Hsd3b, Serpina1e* were markedly induced (Fig. 3A). 

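The supplement lists 20 genes with the largest increases and 20 with the largest decreases under DHT, and all 40 were among the tested genes. With limma, 37 of the 40 had an adjusted p of at most 0.05 in the listed direction, 19 of the increases and 18 of the decreases, and edgeR called the same number. Adjusted over the 40 genes alone, all 40 passed, as a list taken from calls on the same libraries would. Of the 20 largest increases and the 20 largest decreases among all tested genes by limma's log2 fold change, 17 and 18 are on that list. The smallest adjusted p of any gene belonged to Mup20, on chromosome 4 from 62050234 to 62054158, which rose from 900.2 ± 254 (SD, n = 4) in Con-Veh to 34314 ± 10636 (SD, n = 4) in Con-DHT, a log2 fold change of 5.25 (SE 0.25, adjusted p = 1.4e-05 by limma). The listed genes that did not pass were Lcn2 (-2.49, adjusted p = 0.16), Prtn3 (-2.42, adjusted p = 0.10) and Gm3839. In Lcn2 and Prtn3 the groups overlapped, while Gm3839 had at most 3 reads in every Con-Veh library and was at least 9.13-fold higher on average in Con-DHT, at 26.9 ± 33.6 (SD, n = 4, adjusted p = 0.072 by limma). Serpina1c, also listed as increased, rose from 26317 ± 1049.6 to 38301 ± 3626, a log2 fold change of 0.54 (SE 0.11, adjusted p = 0.016). The log2 fold change listed for Serpina1c, 4.42, is instead the value that DESeq2 gave here for Serpina1e.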

The top 20 upregulated and downregulated genes, many of which are strongly associated with sexual dimorphism, are presented in Supplemental Table S6 (29, 30). Differentially enriched gene were compared to sex biased genes (male and female livers) (25), and we saw an inherent overlap (∼20%), suggesting a shift in sex specific gene pattern in the liver.

**Fig. 3:**
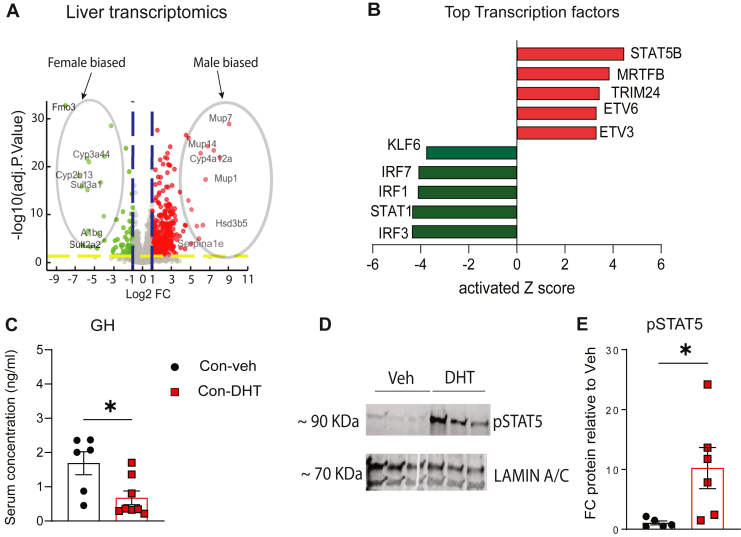
DHT treatment in WD fed mice shifts the hepatic transcriptome toward a male biased GH-STAT5 regulated gene expression pattern (A) Volcano plot of hepatic transcriptome changes induced by DHT. Circled areas indicate genes that are highly sexually dimorphic. N = 4. (B) Top upstream transcription factors from differntially enriched genes (DEG) in the livers treated with DHT. (C) Basal GH was reduced in DHT mice fed WD. (D, E) Representative Western blot and densitometric analysis showing activation of STAT5 in liver tissue treated ex vivo with 400 ng/μl GH for 15 min. N = 5–8. Statistical analysis was performed using Student's *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05. FC, Fold change; WD, western diet; DHT, dihydrotestosterone; GH, growth hormone.

All genes with an adj *P* value < 0.05 (N = 1,568), were used in downstream pathway analysis. 

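The number of genes at this threshold depended on the test. On the reads recovered from the deposited values, DESeq2's Wald test with its own size factors called 1569 mouse genes, 923 higher and 646 lower in Con-DHT, over the genes that limma tested. When every feature of the table was tested, spike-ins included, DESeq2 called 1568 mouse genes, a setting added after the table was seen to hold the spike-ins. The quasi-likelihood test of edgeR with TMM scaling called 1024, of which 672 were higher and 352 lower. Of the genes that limma called, 1030 were also called by DESeq2 and 984 by edgeR, all in the same direction. In simulated counts with 191 changed genes among the 14162 tested, 9.7% of DESeq2's calls and 2.8% of those of limma and of edgeR were false. The simulation was a single draw in which genes of equal mean varied equally, with fewer changed genes than were called in the livers. It therefore does not give the share of false calls in the real data.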

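The genes that the supplement draws as targets of STAT5B were read by eye from the drawing, which gave 70 genes whose symbols could be matched, 28 drawn as increased and 42 as decreased. With limma, 48 of the 70 had an adjusted p of at most 0.05 in the drawn direction, 20 of those drawn as increased and 28 of those drawn as decreased. Whatever their adjusted p, 69 of the 70 changed in the drawn direction. The drawing was made from the authors' own calls on these libraries, so this overlap is between tests on the same mice. Adjusted over the 70 genes alone, 66 passed.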

With IPA analysis, the transcription factor STAT5b (major liver isoform of STAT5) was identified as the most activated upstream regulator, with an activation z-score of 4.47 (Fig. 3B). STAT5b mediates the altered transcription of sexually dimorphic genes and metabolism, and serum proteomics analysis (Supplemental Fig.3A, B) further supported sexual dimorphism. The most differentially regulated circulating proteins mirrored hepatic changes, including robust upregulation of MUPs and Serpina1e, with ∼50% of these proteins overlapping with those differentially expressed between male and female serum (31). 

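Of 14 genes of the growth hormone and STAT5 pathway, chosen before the values were seen, 2 had an adjusted p of at most 0.05 by limma, and 3 when adjusted over the 14 alone. The prolactin receptor gene Prlr, on chromosome 15 from 10177238 to 10349180, fell from 4905 ± 533 (SD, n = 4) in Con-Veh to 2180.3 ± 684 (SD, n = 4) in Con-DHT, a log2 fold change of -1.22 (SE 0.20, adjusted p = 0.0060 by limma). Bcl6, on chromosome 16 from 23965052 to 23988852, which encodes a transcriptional repressor, rose from 649 ± 163 to 1255 ± 399, a log2 fold change of 0.93 (SE 0.24, adjusted p = 0.045). The call of Bcl6 was lost without the intensity trend (adjusted p = 0.093), with a mean of at least 50 (0.058) and with the replicate block (0.055), and stood in 2 of the 8 fits that left out a mouse. Cux2, which encodes a homeobox factor, fell from 723 ± 209 to 208 ± 203, and although the groups did not overlap its adjusted p was 0.078. Stat5b transcripts changed by -0.24 on the log2 scale (SE 0.13, adjusted p = 0.30), and the values of the groups overlapped. From the rise of male-biased and the fall of female-biased transcripts, the ranking of STAT5b among upstream regulators and the serum proteins that changed in parallel, the paper proposes STAT5b as the mediator between DHT and the sex-biased genes of the liver. It also draws on lower basal growth hormone, higher pSTAT5 after acute growth hormone and the effects of continuous infusion, which transcript values cannot test.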

Collectively, these findings suggest that DHT acts on the female liver through a STAT5b-regulated gene network that drives sexual dimorphism.

Given that STAT5b activity is tightly regulated by GH pulsatility, we next assessed GH signaling. GH basal levels were significantly decreased in DHT mice (Fig. 3C) as in male mice (32). Livers from Con-DHT mice showed higher pSTAT5 expression compared to Con-Veh mice when stimulated with GH acutely (ex vivo, Fig. 3–E). This is consistent with prior studies demonstrating that sexually dimorphic hepatic gene expression is regulated by STAT5 and shaped by growth hormone (GH) pulsatility under the influence of sex hormones (32, 33, 34, 35, 36).

### DHT treatment in WD fed mice decreased hepatic fatty acid uptake while increasing VLDL-TG secretion

To understand the functional consequences of DHT induced transcriptional reprogramming and identify pathways that may mediate its metabolic effects, all genes with adj *P* value < 0.05 were subjected to Gene Ontology and KEGG pathway analysis (SupplementaL Fig. 4A–D). Cellular component analysis showed that the ER exit site was most enriched category. 

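The gene sets that the authors tested were not used here, and the overlap was computed with a hand-made list of ER exit site genes, which are coat and cargo proteins of the vesicles that leave the ER, such as Sec23a, Sec24c, Sar1b and Tfg. Of the 29 listed genes among those tested, 1 had an adjusted p of at most 0.05 by limma and 6 had an unadjusted p of at most 0.05. The odds ratio against all other tested genes was 0.459 (two-sided Fisher's exact test, adjusted p = 0.72 over 6 gene sets). With the libraries scaled to an equal total without the Mup genes, the odds ratio moved most, to 2.11, with 5 genes called and an adjusted p of 0.18. The called gene, named after its value was seen, was Sec23a, on chromosome 12 from 58958383 to 59012017, which rose from 1391 ± 78.0 (SD, n = 4) in Con-Veh to 1776 ± 135 (SD, n = 4) in Con-DHT, a log2 fold change of 0.35 (SE 0.08, adjusted p = 0.021 by limma). It was not called without the intensity trend (0.055), with spike-in scaling (0.52) or in 4 of the 8 fits that left out a mouse. Genes of a set are not independent of each other, which Fisher's test does not take into account.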

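The table holds 13 carboxylesterase genes that could be tested, all on chromosome 8, and 4 of them had an adjusted p of at most 0.05 by limma. Ces1c, on chromosome 8 from 93099015 to 93131283 of GRCm38, fell from 47379.8 ± 2921 (SD, n = 4) in Con-Veh to 28821 ± 2084 (SD, n = 4) in Con-DHT, a log2 fold change of -0.72 (SE 0.11, adjusted p = 0.0046 by limma). Its neighbour Ces1b, on chromosome 8 from 93056728 to 93080017, fell by 0.93 on the log2 scale (SE 0.18, adjusted p = 0.013). Ces3a, on chromosome 8 from 105048601 to 105058413, rose from 13507 ± 2191 to 24257 ± 4621, a log2 fold change of 0.84 (SE 0.16, adjusted p = 0.012). Ces3b, on chromosome 8 from 105083753 to 105093929, rose from 2065 ± 116 to 5117 ± 1574, a log2 fold change of 1.25 (SE 0.21, adjusted p = 0.0066). In all 4 genes the values of the groups did not overlap. Ces2c (1.51, adjusted p = 0.051), Ces1g (-0.81, adjusted p = 0.065) and Ces4a (2.10, adjusted p = 0.12) did not pass with limma, and each had an adjusted p of at most 0.05 with DESeq2 (0.0014, 0.017 and 0.022). Ces4a varied most, at 73.4 ± 77.7 (SD, n = 4) in Con-DHT. Scaled by the spike-ins, Ces1c and Ces1b kept their direction with adjusted p values of 0.72 and 0.22, and Ces3a was at 0.054 with the replicate number as a block.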

Carboxylesterases family of genes were altered on our RNA -seq (Supplemental Table S7) and known to be involved in ER processing. 

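A hand-made list of lipid transport genes, with ATP-binding cassette transporters, lipid transfer proteins, apolipoproteins and fatty acid carriers, had 67 tested members. Of these, 13 had an adjusted p of at most 0.05 by limma, 6 higher and 7 lower in Con-DHT, which is 19.4% against 7.15% of all other tested genes. The odds ratio was 3.12 (two-sided Fisher's exact test, adjusted p = 0.0013 over 6 gene sets). Scaled by the spike-ins, it moved most, to 2.10 with 6 genes called and an adjusted p of 0.15. The median log2 fold change of the list was 0.026, so that the calls went in both directions about a set that did not shift as a whole.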

Further, molecular and biological function analysis revealed significant enrichment in lipid transporter activity, lipid catabolic processes, fatty acid metabolic processes. Pathways related to retinol metabolism; biosynthesis of unsaturated fatty acids were overrepresented (including both upregulated and downregulated genes).

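A hand-made list of retinol metabolism genes had 79 tested members, of which 30 were called by limma, 11 higher and 19 lower in Con-DHT, with an odds ratio of 8.08 (two-sided Fisher's exact test, adjusted p = 3.9e-14 over 6 gene sets). Under the other settings the odds ratio lay between 6.59 with DESeq2's calls and 11.1 with 1 mouse left out. For genes of unsaturated fatty acid biosynthesis, 8 of 33 tested members were called, with an odds ratio of 4.14 (adjusted p = 0.0023). All but 1 of these 8 were higher in Con-DHT. The exception, named after its value was seen, was Acnat2, which fell from 2962 ± 768 (SD, n = 4) to 1401 ± 578 (SD, n = 4), a log2 fold change of -1.14 (SE 0.29, adjusted p = 0.043 by limma), and was not called in 4 of the 12 alternatives, with adjusted p values of 0.052 by edgeR, 0.056 with a mean of at least 50, 0.089 with the replicate block and 0.090 without the intensity trend, nor in 5 of the 8 fits that left out a mouse. Many members of the retinol list are cytochrome P450 genes with close copies, which makes the values of single genes uncertain.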

Given these pathway-level changes, we next investigated how DHT influences hepatic lipid regulation by measuring key genes with qRT-PCR (Fig. 4A). The genes studied included *Pparγ*, a central transcription factor in lipid metabolism; genes involved in fatty-acid uptake (*Cd36*, *Fatp2*, *Fatp5*); de novo lipogenesis (*Fas*); fatty-acid oxidation (*Cpt1a*, *Acsl1*); phospholipid hydrolysis (*Lipg*); and lipid secretion (*Apoe*, *Apoa4*, *Ces3b*). Genes were selected based on significant RNA-seq changes (adj. p < 0.05), with the exception of *Fatp2*, *Fatp5*, and *Pparγ*, which were included because of their established roles in hepatic lipid metabolism. 

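In the RNA-seq values of the 13 genes that were measured by qRT-PCR, 4 had an adjusted p of at most 0.05 by limma, 7 when adjusted over the 13 genes alone, and 8 with DESeq2. Cpt1a, on chromosome 19 from 3322334 to 3385733, rose from 11059 ± 1067 (SD, n = 4) in Con-Veh to 15654 ± 937 (SD, n = 4) in Con-DHT, a log2 fold change of 0.50 (SE 0.10, adjusted p = 0.012 by limma). Acsl1, on chromosome 8 from 46471037 to 46536051, rose from 18834 ± 3156 to 30749 ± 5489.7, a log2 fold change of 0.70 (SE 0.16, adjusted p = 0.026), and stayed called in 3 of the 8 fits that left out a mouse but not with the replicate block (adjusted p = 0.0505). The other called genes were Ces3b and Slco1a1. Scaled by the spike-ins, neither Cpt1a nor Acsl1 was called (adjusted p = 0.28 and 0.086), although both kept their direction. Cd36, on chromosome 5 from 17781690 to 17888801, fell from 2468 ± 357 to 1462 ± 634, a log2 fold change of -0.84 (SE 0.26, adjusted p = 0.078 by limma and 0.032 by DESeq2), and the values of the groups overlapped (exact two-sided permutation test, p = 0.057). Lipg rose by 0.58 (SE 0.16, adjusted p = 0.062 by limma and 0.012 by DESeq2). Apoe changed by -0.27 and Apoa4 by 0.66, with adjusted p values of 0.64 and 0.17 by limma and 0.010 and 0.034 by DESeq2. Apoe was the more even of the pair, at 591911 ± 31217 in Con-Veh and 492658 ± 32796 in Con-DHT (SD, n = 4), and its groups did not overlap. Pparg rose by 0.33 (SE 0.11, adjusted p = 0.093 by limma), and was called where the libraries were scaled to an equal total without the Mup genes (adjusted p = 0.040). Fatp2, listed as Slc27a2, changed by 0.15 (adjusted p = 0.44) and Fatp5, listed as Slc27a5, by -0.17 (adjusted p = 0.40). Igf1 was at 6537 ± 809 in Con-Veh and 6662 ± 954 in Con-DHT, and its log2 fold change of 0.02 (adjusted p = 0.93) was small beside these SDs.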

*Igf1* was also assessed due to its involvement in GH signaling. Among these targets, we validated changes in *Cd36*, *Ces3b*, and *Slco1a1*, all of which are sexually dimorphic genes (37, 38, 39). DHT treatment significantly reduced *Cd36* mRNA expression, whereas *Ces3b*, which is involved in VLDL–TG secretion, and *Slco1a1*, a transporter implicated in bile acid metabolism, were increased. In contrast, *Pparγ*, *Fas*, *Cpt1a*, *Acsl1*, *Lipg*, *Apoe*, *Apoa4* and *Igf1* were unchanged by DHT.

**Fig. 4:**
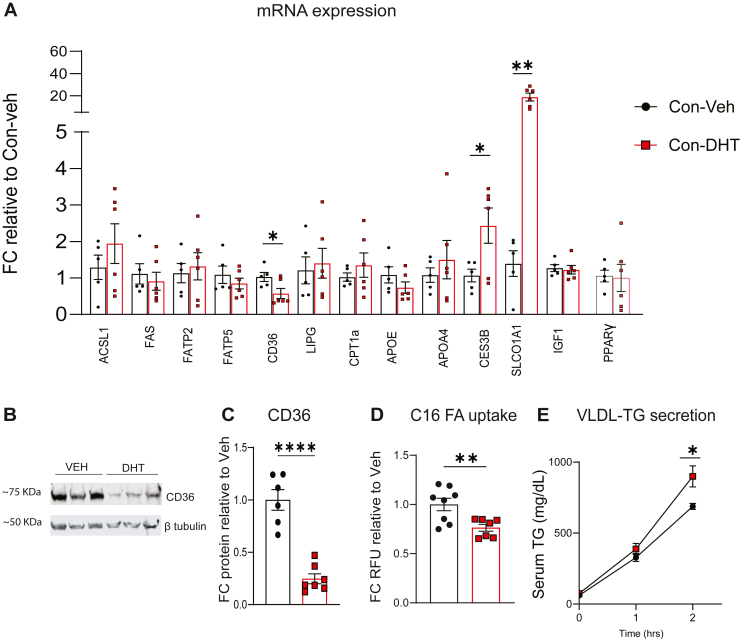
DHT treatment in WD fed mice decreased fatty acid uptake and increased VLDL-TG secretion (A) Gene expression was measured by qRT-PCR in livers of mice fed WD and treated with DHT. (B–C) Representative Western blot images, densitometric analysis of CD36 in livers of Con-Veh and Con-DHT mice. (D) C16 fatty acid uptake measured in liver lysates following ex vivo treatment. (E) VLDL-TG secretion following p-407 treatment. N = 5–9. Statistical analysis was performed by Student's *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* < 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001. FC, Fold change; WD, western diet.

At the protein level, Western blot analysis confirmed a significant reduction in hepatic CD36 in Con-DHT mice compared with Con-Veh (Fig. 4B, C), and a similar decrease was observed in HepARKO-DHT mice relative to HepARKO-Veh (Supplemental Fig. 5C, D). Ex vivo Bodipy-palmitate uptake was significantly reduced in Con-DHT livers compared to Con-Veh (Fig. 4D).

To evaluate lipid export, we measured VLDL-TG secretion following poloxamer-407 administration, an inhibitor of lipoprotein lipase. There was a significant increase in the secretion of the VLDL/TG at 2 h in the DHT mice, (Fig. 4E) following treatment with poloxamer-407. ANGPTL3, a lipase inhibitor and APOE, a TG remnant clearing apolipoprotein were not changed in the serum and liver tissue of mice receiving DHT (Supplemental Fig. S6).

Because BAT mass increased in DHT treated mice, we also examined *Cd36*, *Ces3b*, and *Slco1a1* expression in BAT; however, *Cd36* levels were unchanged (Con Veh FC: 1.56 ± 0.62 vs. Con DHT FC: 1.74 ± 0.45), and *Ces3b* and *Slco1a1* were expressed at negligible levels.

### DHT treatment altered hepatic fatty acid composition and increased serum FFA in WD fed mice

DHT treatment significantly reduced hepatic TG content, and because of this shift in overall lipid storage, we next examined liver fatty-acid composition. DHT decreased stearic acid (18:0) and oleic acid (18:1) while increasing the relative proportion of PUFAs-including linoleic acid (18:2), α-linolenic acid (18:3), arachidonic acid (20:4), eicosapentaenoic acid (20:5), and docosapentaenoic acid (22:5) (Fig. 5A). Furthermore, serum FFA levels were significantly increased in DHT treated mice compared with controls (Fig. 5B).

**Fig. 5:**
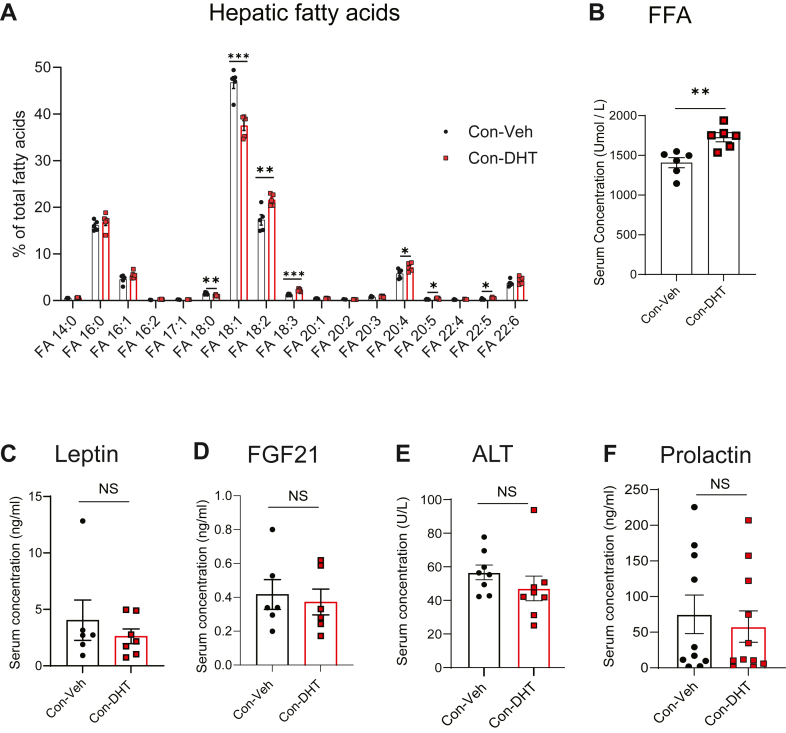
DHT treatment in WD fed mice altered hepatic fatty acid composition and decreased FFA in circulation (A) Hepatic fatty acid composition was measured by LC-MS. Serum (B) FFA (free fatty acid, fasted) (C) Leptin (fasted), (D) FGF21 (fed), (E) ALT in Con-Veh and Con-DHT mice. (F) Prolactin was measured by luminex in Con-Veh and Con-DHT mice. N = 6-11Statistics was performed using Studen'st *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05, ∗∗*P* < 0.01, ∗∗∗*P* < 0.001, NS- non significant; WD, western diet; DHT, dihydrotestosterone; FFA, free fatty acid.

### Serum leptin and FGF21 were not changed in DHT mice fed WD

To assess the systemic effects of DHT treatment in the context of WD, we analyzed serum levels of key hormones involved in lipid metabolism. Leptin levels (Fig. 5C) and Fgf21 levels (Fig. 5D) remained unchanged in DHT treated mice compared to Veh treated mice. Similarly, serum ALT levels (Fig. 5E), a marker of liver function and hepatocellular injury, showed no significant differences. Prolactin levels (Fig. 5F) remained unchanged, indicating that DHT treatment did not significantly impact this hormone secretion from the pituitary.

### Continuous GH treatment reversed DHT protection against MASLD without altering HOMA-IR

To determine whether continuous, female-like GH secretion can reverse DHT's GH-dependent protection against MASLD, we examined hepatic lipid metabolism in DHT-treated mice. Experimental set up has been described in Fig. 6 A. Following 1 week of WD initiation, mice were treated with DHT or DHT + GH for a period of 6 weeks (as limited by the pump's maximum release duration). The groups showed no difference in BW (Fig. 6B), liver weight (corrected to BW) (DHT: 0.04 ± 0.00 vs. DHT + GH: 0.04 ± 0.00), levels of serum insulin and HOMA-IR between DHT and DHT + GH pump (Fig. 6C, D). Their average GH concentrations were DHT: 1.36 ± 0.47 ng/ml versus DHT + GH: 3.27 ± 0.62 ng/ml. Continuous GH infusion reversed DHT effects by increasing liver TG levels and decreasing serum TG levels in DHT + GH group (Fig. 6E, F) While the liver cholesterol levels were not significant, there was a trend towards an increase in liver cholesterol levels, but no change in serum cholesterol levels (Fig. 6G, H). There was a significant decrease in serum FFA levels in the DHT + GH group compared to the DHT group (Fig. 6I).

**Fig. 6:**
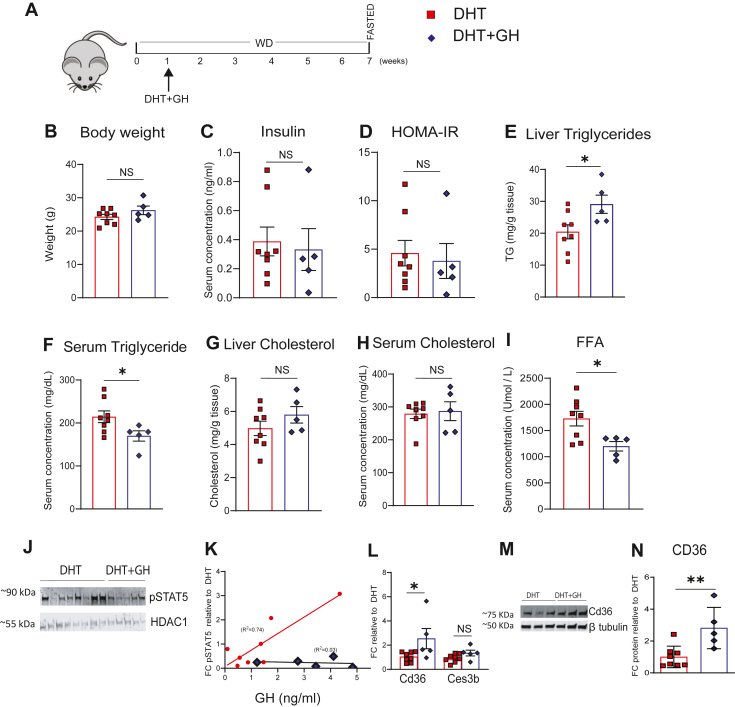
Continuous GH infusion increased liver TG in DHT mice fed with WD (A) Schematic diagram: Ar floxed female mice were treated with DHT or DHT + GH for 6 weeks after 1 week of WD initiation. (B) BW at sacrifice. (C, D) Serum insulin levels, HOMA-IR. (E, F) Liver, serum TG. (G, H) Liver, serum cholesterol. (I) Serum FFA (free fatty acid). (J, K) Immunoblot of pSTAT5 in nuclear extracts from DHT and DHT + GH livers, linear regression analysis of pSTAT5 in these samples. (L) Cd36, Ces3b mRNA (M, N) Representative western images, densitometric analysis of Cd36 n livers of DHT and DHT + GH mice. (N = 5–8). Statistical analysis was performed by Student's *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05, ∗∗*P* ≤ 0.01, NS, Non significant; FC, Fold Change; WD, western diet; DHT, dihydrotestosterone; GH, growth hormone; FFA, free fatty acid.

Since continuous GH infusion reversed liver and serum TG, we examined whether continuous GH delivery disrupts the pSTAT5–Cd36 signaling axis to produce these changes. pSTAT5 showed a linear increase in its expression with increasing concentration of GH (pulsatile pattern) in the DHT group (R^2=^ 0.74), while there was no linear relationship in the DHT + GH (GH continuous released pattern) group (R^2=^0.02) (Fig. 6J, K). There was a significant increase in the expression of Cd36 mRNA and protein levels in the livers of DHT + GH group compared to DHT group (Fig. 6L–N). However, *Ces3b* mRNA levels were not altered (Fig. 6L).

### Subsequent DHT treatment reverses WD induced MASLD in mice

To determine whether androgen signaling can reverse established steatosis, we next examined the effects of DHT treatment in mice prefed with WD. Mice fed WD for 6 weeks were implanted with either DHT or Veh pellets for 2.5 weeks (Fig. 7A). BW and liver to BW ratio were not different between groups (Fig. 7B, C). Consistent with previous experiments, hepatic TG content was significantly reduced in DHT treated mice compared to Veh (Fig. 7D). However, serum TG levels were not significantly altered (Fig. 7E). Liver cholesterol levels were also significantly decreased (Fig. 7F), and serum cholesterol remained unchanged (Fig. 7 G).

**Fig. 7:**
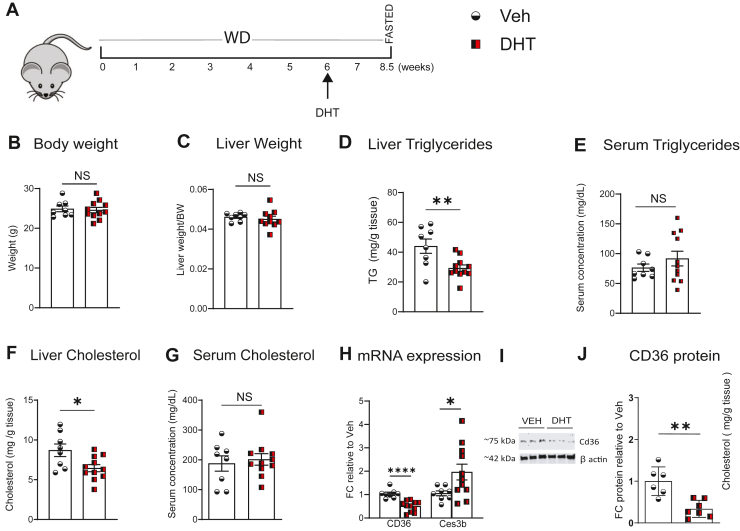
Subsequent DHT treatment decreased WD induced hepatic lipid accumulation and CD36 expression (A) Schematic Design: Ar floxed female mice were fed with WD for 8.5 weeks and treated with DHT or Veh during the last 2.5 weeks (B–C) BW and corrected liver weight. (D–E) Liver, serum TG and (E–F) Liver, serum cholesterol in Veh and DHT mice. (H) qRT-PCR of Cd36 and Ces3b. (I, J) Representative Western blot images, densitometric analysis of CD36 in livers of mice fed a WD and treated with DHT for last 2.5 weeks. N = 8–11. Statistical analysis was performed by Student's *t* test. Values are mean ± SEM. *P* ≤ 0.05; ∗*P* ≤ 0.05, ∗∗*P* < 0.01, ∗∗∗∗*P* < 0.0001, NS-non significant. FC, Fold Change; WD, western diet; DHT, dihydrotestosterone.

qRT-PCR and Western blot analyses showed a significant reduction in hepatic Cd36 expression at both the mRNA and protein levels in the DHT group, indicating that DHT downregulates Cd36 in the liver (Fig. 7H–J), even after steatosis has been induced. Further, Ces3b mRNA is also increased in the DHT group (Fig. 7H).

Treatment and duration are different among Fig. 2, Fig. 5 and 6 and the absolute value among figures cannot be compared for the same assays.

## Discussion

Women with AE are at increased risk for premature diabetes and cardiovascular disease (1, 2) and AE has long been presumed to directly promote fatty liver disease in females. Initially, we hypothesized that DHT would induce a fatty liver phenotype, and we conducted extensive experiments to rigorously test this hypothesis. Using a hyperandrogenic, body weight matched female mouse model with intact ovaries, we show that increasing DHT doses (4–10 mm) do not induce MASLD under RD. Unexpectedly, we observed that DHT attenuated WD induced MASLD by reducing hepatic TG yet concurrently exacerbates hyperlipidemia. This protection occurs independently of hepatic AR and insulin signaling and is mediated via activation of GH-Stat5 pathway that suppresses Cd36 expression and FA uptake.

DHT with WD resulted in elevated circulating insulin levels, increased HOMA-IR, and impaired glucose tolerance. Despite this, hepatic insulin signaling did not differ between groups, with PTT and PEPCK (Pck1) and G6Pase proteins unchanged. Further, de novo lipogenesis related gene expressions were also unchanged (qPCR and RNA-seq). 

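Of 12 genes of de novo lipogenesis in the RNA-seq values, 1 had an adjusted p of at most 0.05 by limma, and 2 when adjusted over the 12 genes alone. The fatty acid synthase gene Fasn, on chromosome 11 from 120805846 to 120824547, was at 1686 ± 255 (SD, n = 4) in Con-Veh and 1613 ± 294 (SD, n = 4) in Con-DHT, a log2 fold change of -0.07 (SE 0.15, adjusted p = 0.82 by limma) with adjusted p values between 0.76 and 0.93 under the other scalings, filters and tests. Its sign changed with the libraries scaled to an equal total without the Mup genes, to 0.03. Acaca, which encodes acetyl-CoA carboxylase, rose by 0.33 (SE 0.09, adjusted p = 0.057 by limma and 0.023 by DESeq2). The called gene was Elovl6, on chromosome 3 from 129532355 to 129638495, which encodes a fatty acid elongase and rose from 328 ± 33.2 to 537 ± 74.6, a log2 fold change of 0.70 (SE 0.12, adjusted p = 0.0071 by limma). The log2 fold change of Elovl6 stayed between 0.63 and 0.81 as each mouse was left out, and its adjusted p was 0.054 with spike-in scaling. A score over the 12 genes was -0.017 ± 0.17 (SD, n = 4) in Con-Veh and 0.017 ± 0.19 (SD, n = 4) in Con-DHT, and the difference of 0.033 did not exceed the spread between mice (exact two-sided permutation test, p = 0.83).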

The protective effect on steatosis persisted even at 6 months of DHT treatment with WD (liver TG: Con-Veh- 64.07 ± 3.41 mg/g vs. Con-DHT- 53.39 ± 2.94 mg/g, *P* ≤ 0.05, unpublished). Furthermore, mice with conditional hepatic AR KO exhibited a similarly protected lipid profile under DHT treatment, indicating that DHT protects against MASLD through a hepatic AR independent pathway.

Multiomics analyses indicate that DHT masculinizes the liver by increasing male pattern genes via sex-specific GH signaling (40, 41), as exemplified by elevated *Serpina1e* (42) and *Mup* (30) transcripts in the liver and increased serum proteins. 

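In the liver RNA, 24 Mup genes and pseudogenes could be tested, and 23 of them were called higher in Con-DHT by limma, with log2 fold changes between 0.95 and 8.43. The remaining gene, Mup3, named after its value was seen, is the most abundant of the family in Con-Veh, at 36849.9 ± 13548 (SD, n = 4), and rose to 60417 ± 9514 (SD, n = 4), a log2 fold change of 0.78 (SE 0.25, adjusted p = 0.098 by limma and 0.027 by DESeq2). All 24 had a positive log2 fold change under each of the other scalings of the libraries. Of the 8 fits that left out a mouse, Mup10 was called in 1, Mup21 in 2, Mup-ps14 and Mup-ps16 in 3, Mup2 in 5 and Mup-ps7 in 6. The other called members were called in all 8. With the replicate block Mup2 (adjusted p = 0.055), Mup10 (0.057) and Mup-ps7 (0.055) were not called. The Mup genes took between 0.146% and 0.361% of the reads on genes in the Con-Veh libraries and between 0.576% and 1.09% in the Con-DHT libraries. Their copies lie side by side on chromosome 4 and are alike in sequence, so that reads which map to several of them were not counted and the values of single members are uncertain.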

Basal GH levels were reduced, whereas GH responsiveness was enhanced in the liver, consistent with stronger STAT5 activation. Our data support a role for GH-STAT5 signaling in hepatic lipid regulation (43, 44) and further reinforce evidence that pituitary–hepatic crosstalk contributes to MASLD risk (45). Given that DHT alters GH pulsatility and hepatic GH receptor sensitivity (33, 35, 36), androgen driven shifts in GH dynamics may account for the coordinated transcriptome changes we observed.

We investigated downstream effectors mediating lipid handling in AE females. GH pulsatility regulates Cd36 transcription through nuclear pSTAT5 (44), and females typically show higher Cd36 expression than males (39). STAT5 can repress *Cd36* by directly binding its promoter (43) and by modulating sex biased transcriptional networks involving HNF6, BCL6, and CUX2 (46, 47), as well as pathways linked to PPARG and RXR signaling (44). DHT markedly reduced hepatic CD36 expression and TG levels, despite increased FFA levels in circulation under WD. This reduction in liver TG was consistent with a decrease in hepatic oleic acid (18:1), the most abundant fatty acid measured, and a key substrate required for TG synthesis (48, 49, 50). In HepARKO mice, DHT still reduced Cd36 expression and TG levels in liver, indicating that reduced MASLD phenotype does not depend on hepatocyte AR signaling. In contrast, continuous GH infusion, which feminizes the liver and abolishes GH pulsatility (25, 51), led to increased CD36 expression and hepatic TG accumulation. This pattern aligns with prior models in which impaired GH signaling promotes steatosis, including long-term GH overexpression (52) and GHR knockout models (53). As in our DHT treatment, pulsatile GH from daily bolus injections activates STAT5 and reduces hepatic lipid content (54, 55), further supporting the importance of GH signaling in maintaining normal hepatic lipid homeostasis. Short-term, 2-weeks AAV-mediated GH expression does not replicate these effects, likely due to the limited duration of AAV expression (56, 57). Continuous GH also failed to stimulate lipolysis, as indicated by the decrease in serum FFA in DHT + GH group, suggesting that the increased liver TG is due to increased lipid uptake. While the absence of a GH-only group is a limitation, our data suggest that such a group would likely respond similarly to the DHT + GH group since GH overrides DHT effects on liver lipid metabolism. Additionally, we did not perform detailed GTT in these continuous GH infused mice, as HOMA-IR values were unchanged, however, more comprehensive metabolic phenotyping would strengthen future studies. Overall, these findings indicate that pulsatile GH driven STAT5–CD36 signaling is a key mechanism regulating hepatic TG levels.

We observed increased circulating TG's accompanied by an increase in VLDL-TG secretion. However, key VLDL regulators such as MTP (58), and TM6SF2 (59) were not altered, suggesting alternate pathways may contribute to this phenotype. Carboxyesterases (Ces) are located in the ER and influence both lipid storage and mobilization (60); however, the mechanisms underlying the increased VLDL secretion observed in our study remain to be determined. The literature reflects a complex role for Ces3: liver specific or whole body Ces3 deletion increases hepatic TG (61, 62), whereas Ces3 deletion decreases hepatic TG and overexpression increases hepatic TG (63). In our study, however, *Ces3b* is elevated in WD-DHT mice despite reduced hepatic TG. This apparent discrepancy likely reflects broader DHT driven GH–STAT5 reprogramming of hepatic lipid pathways. In particular, coordinated changes across multiple Ces isoforms, alterations in *Slco1a1* and *Cyp7b1*, along with decreased CD36 may contribute to the observed shifts in hepatic TG, cholesterol, and bile acid metabolism (64, 65), warranting further study.

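In the RNA-seq values, Slco1a1, on chromosome 6 from 141907282 to 141946962, rose from 586 ± 194 (SD, n = 4) in Con-Veh to 4551 ± 2099.9 (SD, n = 4) in Con-DHT, a log2 fold change of 2.88 (SE 0.34, adjusted p = 0.0011 by limma) that stayed between 2.66 and 3.18 as each mouse was left out. Cyp7b1, which encodes an oxysterol hydroxylase and lies on chromosome 3 from 18071950 to 18243338, rose from 292 ± 31.7 to 2023 ± 1817, a log2 fold change of 2.32 (SE 0.54, adjusted p = 0.030 by limma). Its spread in Con-DHT was nearly as large as its mean, and its adjusted p was 0.067 without the intensity trend and at most 0.05 in 3 of the 8 fits that left out a mouse.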

Our comprehensive analysis of DHT effects on hepatic lipid metabolism under regular and high calorie diet, incorporating different doses and durations of DHT exposure, yielded results that differ from a previous report (66). That study reported DHT (4 mm) increased hepatic lipid accumulation under RD. However, the histological evidence (H&E staining) from the same study still showed minimal differences of lipid deposition between control and DHT treated mice (66). Hepatic steatosis is more common in obese women with PCOS, likely reflecting altered ectopic fat distribution driven by developmental factors such as intrauterine growth restriction (17, 18). Although males are generally more susceptible to liver disease and estrogens protect females (67, 68), our findings show that in adult onset AE females, androgen–GH interactions in the presence of intact ovaries recalibrate hepatic lipid handling. Collectively, these data indicate that AE induces hyperlipidemia while protecting the liver from steatosis (Fig. 8). These results highlight that adult onset AE differs fundamentally from early onset AE in hepatic lipid regulation.

**Fig. 8:**
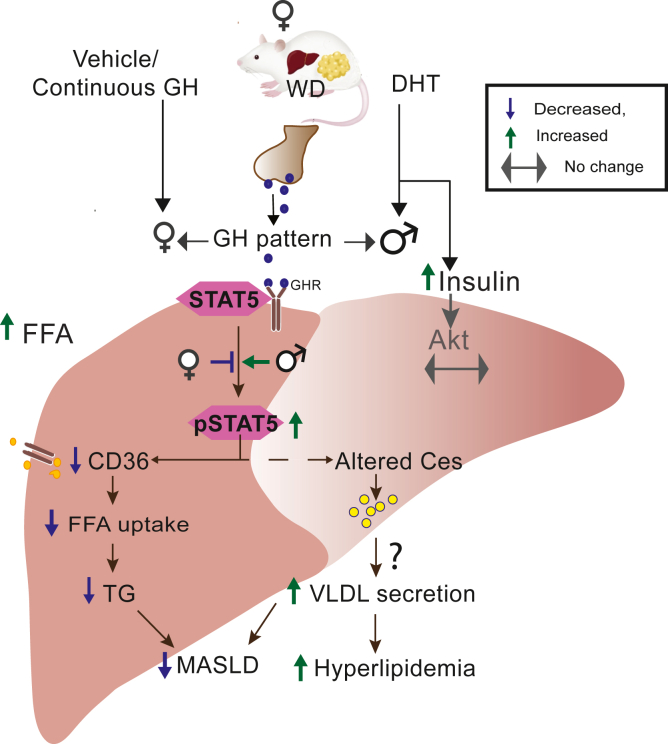
Androgen induced male pattern GH-STAT5 signaling protects the liver from lipid accumulation while promoting hyperlipidemia in female mice Female mice treated with DHT on WD exhibited increased serum insulin and FFA levels. In the liver, DHT imposed a male pattern GH signaling state marked by increased pSTAT5, which suppressed CD36 expression and reduced hepatocellular FFA uptake, thereby limiting TG accumulation. DHT altered Ces enzymes in the liver, likely augmenting VLDL-TG secretion and contributing to systemic hyperlipidemia. These findings highlight that DHT elicits organ specific metabolic effects, with impaired glucose homeostasis and enhanced lipolysis occurring alongside reduced hepatic lipid accumulation but increased TG secretion. WD, western diet; DHT, dihydrotestosterone; GH, growth hormone; FFA, free fatty acid.

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary materials. The RNA-seq datasets generated during the current study have been deposited in the Gene Expression Omnibus (GEO) repository under accession number (G**SE326073)**

## Supplemental Data

This article contains supplemental data (69, 70, 71, 72, 73, 74, 75, 76, 77, 78).

## Conflict of Interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Androgen excess uncouples circulating and hepatic lipid homeostasis in females on a high-calorie diet
**Source:** J Lipid Res. 2026 Mar 30;67(5):101031. doi: 10.1016/j.jlr.2026.101031
**Supplement:** Supplemental Tables S1–S7 and Figures S1–S6

## **Supplementary methodology**

### **Metabolic Tolerance Tests**

Whole-body glucose utilization, insulin sensitivity, and hepatic gluconeogenesis were evaluated using glucose tolerance tests (GTT), insulin tolerance tests (ITT), and pyruvate tolerance tests (PTT), respectively. GTT, PTT, and ITT were performed at 3, 5, and 7 weeks of post-DHT treatment, respectively, following established protocols [1]. For the GTT, mice were fasted for 17 hours and injected intraperitoneally (*ip*) with dextrose (2 g/kg BW). For the ITT, mice were fasted for 6 hours and injected *ip* with insulin (0.5 IU/kg BW). For the PTT, mice were fasted for 13 hours and injected *ip* with sodium pyruvate (2 g/kg BW). Blood glucose levels were measured at designated time points post-injection to assess glucose clearance, insulin sensitivity, and hepatic gluconeogenic capacity respectively.

### **Comprehensive Laboratory Animal Monitoring System (CLAMS)**

To assess whole-body energy metabolism under conditions of calorie excess and elevated androgens, mice underwent indirect calorimetry using a Comprehensive Laboratory Animal Monitoring System (CLAMS; Columbus Instruments, Columbus, OH). Five to six weeks after initiation of DHT treatment and WD, mice were single housed in CLAMS cages and acclimatized for 12 hours. Metabolic parameters, including respiratory exchange ratio (RER), energy expenditure (heat production calculated as calorific value  $\times$  VO<sub>2</sub>), ambulatory activity, and food intake, were continuously monitored over a 48-hour period under a 12-hour light/dark cycle. Mice were provided with an in-house crushed version of their assigned diet throughout the monitoring period [2].

### **Triglyceride and Cholesterol Determination**

Fasting serum TG were measured using the Triglyceride Determination Kit (Sigma-Aldrich, Cat# TR0100, USA), following the manufacturers' protocols. For liver tissue TG measurements, accurately weighed liver samples were homogenized in 10 volumes of 5% NP-40 substitute (Research Products International, Cat# N59000-100, USA) according to previously published protocol [3, 4]. Homogenates were centrifuged at 4°C at 10,000 rpm for 10 minutes, the supernatant (including the upper buffy coat) was collected, and TG concentrations were measured at 540 nm wavelength. Serum and liver cholesterol were assessed using the Cholesterol Assay Kit (Abcam, Cat# ab65390, USA), according to the manufacturer's protocol.

### **VLDL TG Secretion**

Hepatic TG production was assessed in 4 hour fasted mice injected i.p. with Poloxamer-407 (Sigma-Aldrich, Cat# 16758; 1,000 mg/kg) to inhibit lipoprotein lipase [5]. Blood was collected at 0, 1, and 2 h post injection, and serum TG measured using colorimetric assay (Sigma-Aldrich, Cat# TR0100) at 540 nm.

### **Fatty Acid Uptake**

Liver pieces (~6 mm<sup>3</sup>) were incubated with 1  $\mu$ M BODIPY FL C16 (Thermo Fisher Scientific, Cat# D3821) in PBS with 0.25% BSA at 37 °C for 1.5 h in the dark, adapted from previous publications [6, 7]. Tissues were homogenized in RIPA buffer, and fluorescence (Ex/Em: 485/515 nm) was measured and normalized to protein. Fold changes were calculated relative to Con-Veh.

## Histology

Mouse liver tissues (n=8-12) were fixed in 10% formalin, dehydrated in isopropanol and xylene, embedded in paraffin, and sectioned at 5  $\mu$ m thickness using a microtome (Leica Biosystem, Germany) as previously described [8]. Paraffin-embedded liver sections were deparaffinized, rehydrated, and processed for various types of staining described below. 10 sections were used from each mouse for each staining methodology.

For Hematoxylin & Eosin (H&E) staining, sections were stained with hematoxylin, rinsed, counterstained with eosin, dehydrated, and cleared. For Sirius Red staining, sections were stained with picro-sirius red (prepared from Direct Red 80 (Sigma-Aldrich, Cat# 365548, USA) in picric acid solution)) for 1 hour and rinsed with acidified water. For F4-80 immunohistochemistry, sections underwent antigen retrieval using citrate buffer (Vector Labs, Cat. H3300, USA), were blocked with rabbit serum, and incubated overnight at 4°C with F4/80 antibody (1:2000, Proteintech Cat# 29414-1-AP, RRID:AB\_2918300). The next day, sections were incubated with a biotinylated secondary antibody (Vector Laboratories Cat# PK-4001, RRID:AB\_2336810) and developed using DAB (Vector Laboratories Cat# SK-4100, RRID:AB\_2336382) followed by hematoxylin counterstaining.

For Oil Red O staining, liver tissues (n=8-12) were fixed in 4% paraformaldehyde, cryoprotected in 10% and 30% sucrose solutions consecutively, embedded in OCT compound, and sectioned at 7  $\mu$ m using a cryostat (Epredia, CryoStar NX70). Sections were washed in distilled water, dehydrated with 60% isopropyl alcohol, stained with 60% Oil Red O solution (Sigma-Aldrich, Cat# O1391, USA), and mounted in an aqueous mounting medium before imaging under a Nikon microscope

After staining, all sections were cover slipped and imaged using a Nikon light microscope. For all staining methods, two representative images per section were captured from regions near the portal vein and central vein, and one image was taken from other regions. Image acquisition was performed blinded to the treatment group. Quantification of F4/80 staining was conducted using Fiji/ImageJ software, employing color deconvolution and DAB quantification as previously described [2].

## RNA Sequencing and Bioinformatics Analysis

RNA sequencing was done by a commercial vendor (Azenta Life Sciences, New Jersey). Briefly, total RNA was extracted from mouse liver tissues (n= 4 each group) and RNA integrity assessed with the Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). 

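A spike-in mix is a set of synthetic transcripts at known concentrations. The supplemental methods state that it was added to RNA that had already been normalized, so that its share of the reads does not measure how much RNA a liver held. The deposited values hold 54 of these transcripts. They took 3.61%, 2.92%, 2.87% and 1.68% of the recovered reads in Con-Veh replicates 1 to 4 and 2.33%, 2.22%, 2.67% and 2.75% in Con-DHT replicates 1 to 4. The mean share was 2.77% ± 0.80 (SD, n = 4) in Con-Veh and 2.49% ± 0.26 (SD, n = 4) in Con-DHT, a difference of -0.28 percentage points that did not exceed the spread between mice (exact two-sided permutation test, p = 0.51). Scaling by the spike-ins gave the libraries factors between 0.773 and 1.35. Both extremes were Con-Veh libraries, replicates 4 and 1, so that this scaling moved mice of the same group apart. A call lost under it can come from that spread.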

ERCC RNA Spike-In Mix (ThermoFisher Scientific, Cat. #4456740) was added to normalized RNA prior to library preparation. RNA libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). Libraries were validated on the TapeStation, quantified, and sequenced on an Illumina NovaSeq (2  $\times$  150 bp PE). The read depth was 20M reads per sample. Raw BCL files were converted to FASTQ and demultiplexed using bcl2fastq v2.20, allowing one mismatch. Adapter trimming and quality filtering were performed with Trimmomatic v0.36. Clean reads were aligned to the ENSEMBL reference genome using STAR v2.5.2b. Gene counts were obtained using feature Counts (Subread v1.5.2), counting only uniquely mapped reads in exon regions. Differential gene expression analysis was performed using DESeq2. Genes with adjusted p-values  $\leq$  0.05 and absolute log<sub>2</sub> fold change (FC)  $\geq$  1 and  $\leq$  -1 were used in constructing the volcano plot. For the purposes of biological pathway analysis, all genes with adj p value  $\leq$  0.05 were used. The networks, functional analyses were generated through the use of QIAGEN IPA (QIAGEN Inc., <https://digitalinsights.qiagen.com/IPA>), (October 2023 version) [9]. Gene ontology and pathway analysis were performed using Webgestalt (<https://www.webgestalt.org/>).

## Serum proteomics

Serum proteins were extracted by diluting 5  $\mu$ L of serum in 95  $\mu$ L lysis buffer (4% SDS, 100 mM Tris pH 8) containing protease and phosphatase inhibitors, followed by BCA assay quantification and dilution to 0.5 mg/ml. Proteins were reduced with 5 mM DTT, alkylated with 50 mM iodoacetamide, and processed using filter-aided sample preparation (FASP) on 30 kDa MWCO filters with washes in 8 M urea and 50 mM ammonium bicarbonate. Digestion was performed overnight at 37°C with trypsin (1:50 enzyme-to-protein ratio), quenched with 1% formic acid, and peptides dried. Samples were analyzed on an Orbitrap Eclipse mass spectrometer coupled to a nano LC system, using a 110-minute C18 gradient, operating in data-dependent acquisition mode with HCD fragmentation. Mass spectrometers were operated in positive ion full scan mode with data-dependent acquisition (DDA). The data were analyzed using Proteome Discoverer Version 3.1. Processing workflow using SequestHT as a search algorithm with a precursor mass tolerance of 5 ppm. Cysteine carbamidomethylation (+57.021 Da) was included as a static modification with methionine oxidation (+15.995 Da) included as a dynamic modification. Spectra were searched against the *Mus musculus* proteome (containing 25103 sequences). Protein quantification was done via summed abundance of unique + razor peptides.

## Extraction and LC-MS method for the analysis of non-esterified fatty acids (NEFA/FFAs)

NEFA/FFAs were extracted from liver tissue following previously described methods [10]. Approximately 30 mg of liver tissue was weighed into an Eppendorf tube. To each sample, 250  $\mu$ L of ice-cold extraction solvent (80% methanol/water) and 10  $\mu$ L of internal standard ([<sup>13</sup>C16]-palmitic acid, 50 ng/ $\mu$ L) were added. The mixture was homogenized for 1 min using a Geno/Grinder and centrifuged at 20,000  $\times$  g for 10 min at 4 °C. A 50  $\mu$ L aliquot of the resulting supernatant was transferred to an LC vial, and 3  $\mu$ L was used for injection. NEFA analysis was performed using a Vanquish UHPLC system coupled to an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific). Chromatographic separation was achieved at 25 °C using a hydrophilic interaction chromatography (HILIC) method with an Xbridge amide column (100  $\times$  2.1 mm i.d., 3.5  $\mu$ m; Waters). Mobile phase A: water with 5 mM ammonium acetate (pH 6.8), and mobile phase B: 100% acetonitrile. Linear gradient is: 0 min, 85% B; 1.5 min, 85% B; 5.5 min, 35% B; 6.9 min, 35% B; 10.5 min, 35% B; 10.6 min, 10% B; 12.5 min, 10% B; 13.5 min, 85% B; 17.9 min, 85% B; 18 min, 85% B; 20 min, 85% B. The flow rate is: 0-5.5 min, 0.110 mL/min; 6.9-10.5, 0.130 mL/min; 10.6-17.9 min, 0.250 mL/min; 18.0-20.0 min, 0.110 mL/min. The parameters of Orbitrap Exploris 480 were as listed: vaporizer temperature, 150 °C; ion transfer tube temperature, 300 °C; sheath gas, 35; auxiliary gas, 7; sweep gas, 1; spray voltage, 3.5 kV for positive mode and 3.0 kV for negative mode; RF-lens (%), 30; resolution was set at 60,000 (at m/z 200); scan range, 70-900 (m/z); positive/negative switching mode.

Data processing was performed using Sieve software (Thermo Fisher Scientific). NEFA species were identified based on theoretical MS1 m/z values and retention times of standard compounds. Integrated peak areas were determined from MS1 scans. The concentration of each fatty acid was calculated relative to the internal standard ([<sup>13</sup>C16] palmitic acid), and final fatty acid compositions were determined based on these concentration values.

## References

1. Andrisse, S., et al., *Low-Dose Dihydrotestosterone Drives Metabolic Dysfunction via Cytosolic and Nuclear Hepatic Androgen Receptor Mechanisms*. Endocrinology, 2017. **158**(3): p. 531-544.
2. Ubba, V., et al., *Neuronal AR Regulates Glucose Homeostasis and Energy Expenditure in Lean Female Mice With Androgen Excess*. Endocrinology, 2023. **164**(11).
3. Stec, D.E., et al., *Loss of hepatic PPAR $\alpha$  promotes inflammation and serum hyperlipidemia in diet-induced obesity*. Am J Physiol Regul Integr Comp Physiol, 2019. **317**(5): p. R733-r745.
4. Tong, L., et al., *PPAR $\delta$  attenuates hepatic steatosis through autophagy-mediated fatty acid oxidation*. Cell Death & Disease, 2019. **10**(3): p. 197.
5. Millar, J.S., et al., *Determining hepatic triglyceride production in mice: comparison of poloxamer 407 with Triton WR-1339*. J Lipid Res, 2005. **46**(9): p. 2023-8.
6. Khalifeh-Soltani, A., et al., *Mfge8 promotes obesity by mediating the uptake of dietary fats and serum fatty acids*. Nat Med, 2014. **20**(2): p. 175-83.
7. Lee, J.H., et al., *A novel role for the dioxin receptor in fatty acid metabolism and hepatic steatosis*. Gastroenterology, 2010. **139**(2): p. 653-63.
8. Ubba, V., et al., *Reproductive Profile of Neuronal Androgen Receptor Knockout Female Mice with Low Dose of DHT*. Endocrinology, 2023.
9. Krämer, A., et al., *Causal analysis approaches in Ingenuity Pathway Analysis*. Bioinformatics, 2014. **30**(4): p. 523-30.
10. Scheidemantle, G., et al., *Data-dependent and -independent acquisition lipidomics analysis reveals the tissue-dependent effect of metformin on lipid metabolism*. Metabolomics, 2024. **20**(3): p. 53.

**Suppl. Fig 1**

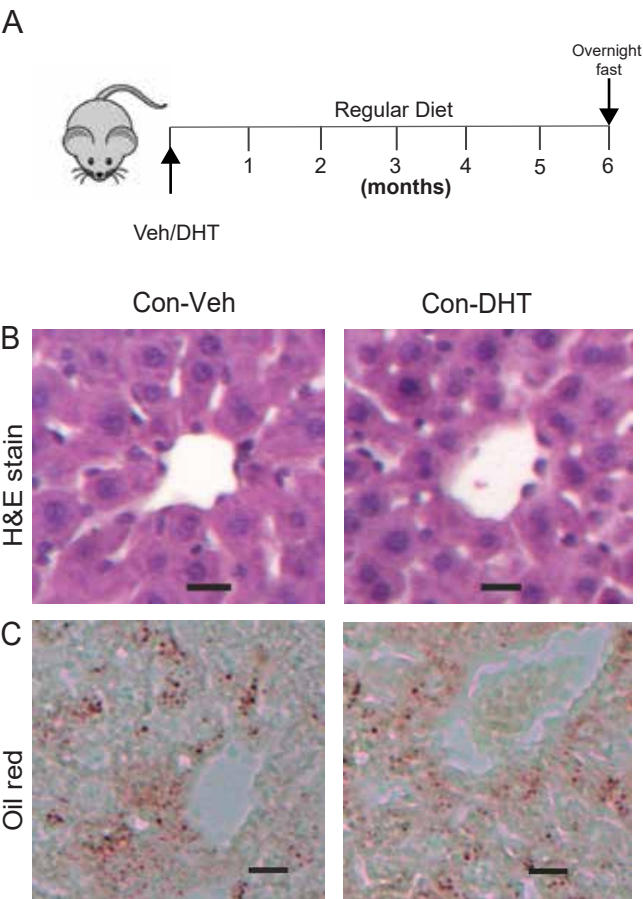

**Suppl. Figure 1. DHT did not alter liver lipids in mice fed a regular diet**

(A) Schematic Design: Ar floxed female mice on regular diet were treated with DHT (~3 fold vs Veh) or vehicle (Veh) for 6 months. (B-C) Representative H&E stain, Oil red stain images. Scale bar=20 μM.

**Suppl. Fig 2**

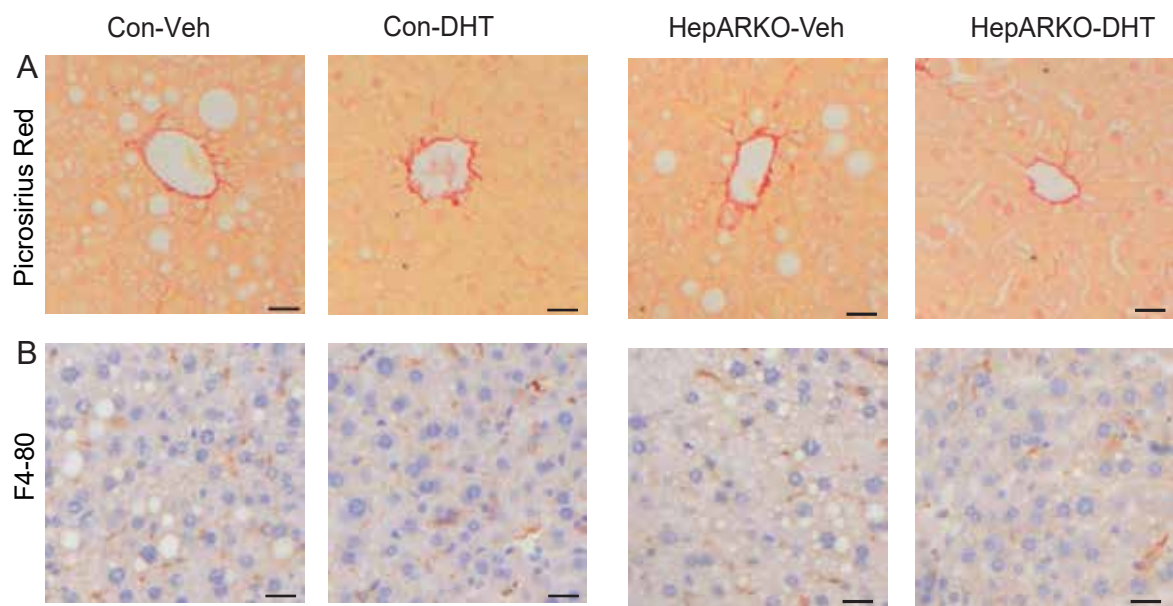

**Suppl. Fig 2. DHT did not induce fibrosis or change inflammation in WD fed mice**

(A-B) Representative Picrosirius red (20x), F4-80 (20x) staining in Con-Veh, Con-DHT mice, HepARKO-Veh, HepARKO-DHT. Scale bar: 20 μM

Suppl. Fig 3

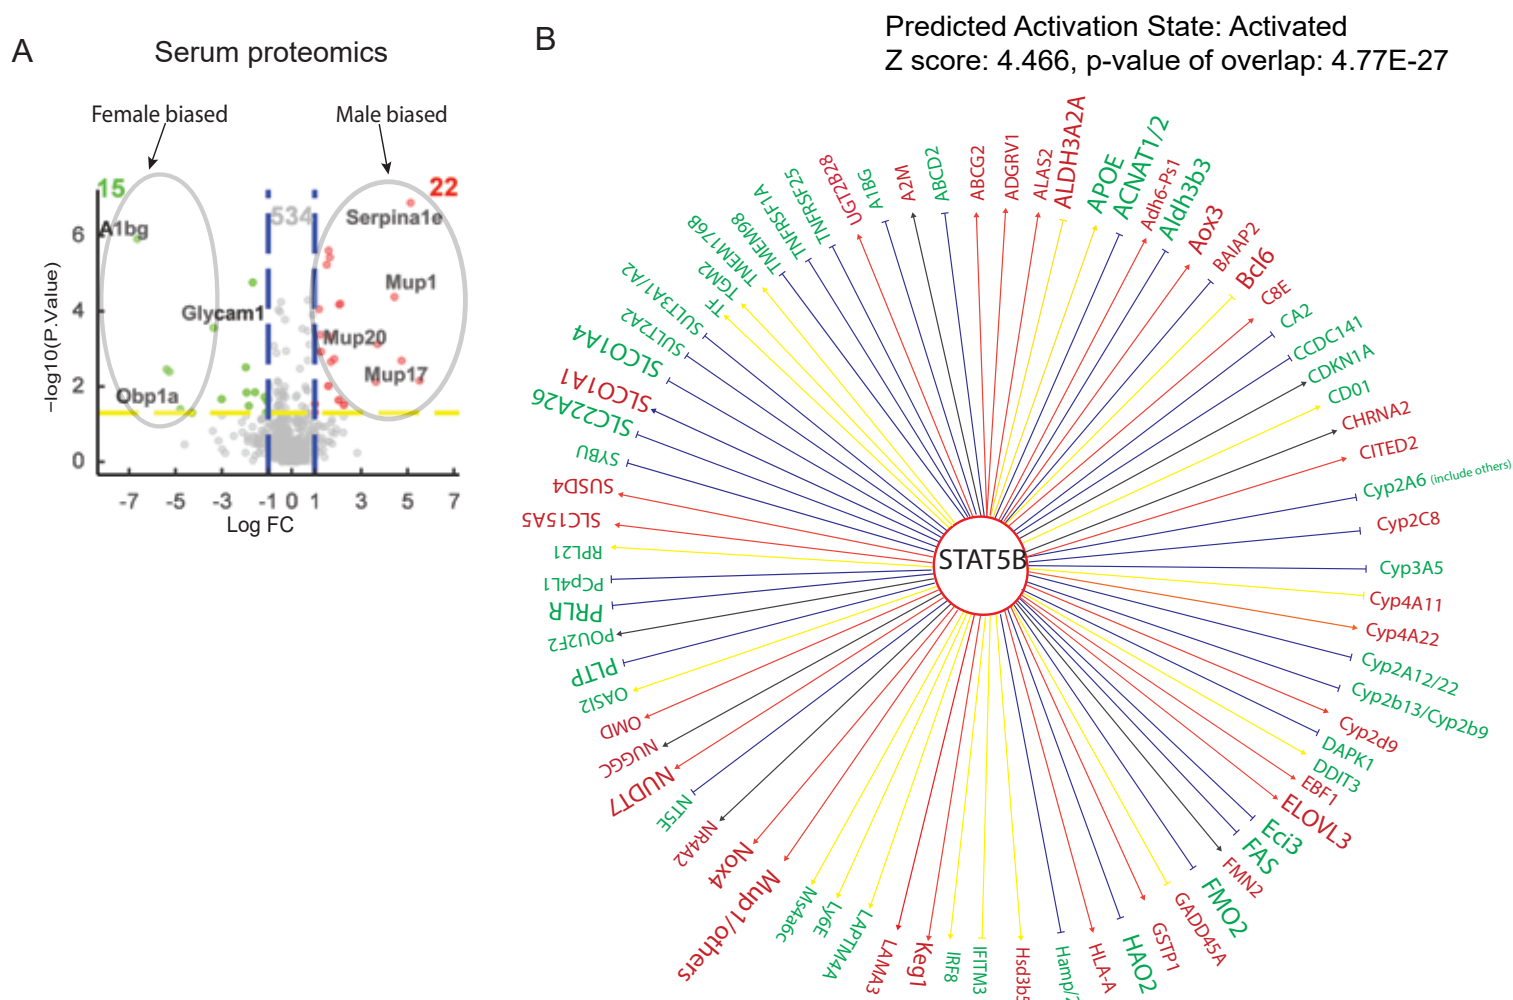

Suppl. Fig 3. Serum proteome and liver genes altered by Stat5 showed a male biased transcription pattern following DHT in female mice

(A) Volcano plot of differentially regulated proteins by DHT in serum proteome (N=4-6). Proteins are annotated by their respective gene names. (B) STAT5b was identified by IPA as top upstream activator from hepatic genes DEG (adj p<0.05) (N=4 per group). 

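The drawing colours the targets by the direction of their change. Among those drawn as increased, Cyp2d9 rose from 614 ± 529 (SD, n = 4) in Con-Veh to 12922 ± 5211 (SD, n = 4) in Con-DHT, a log2 fold change of 4.79 (SE 0.62, adjusted p = 0.0015 by limma). Baiap2 and Fas were named after their values were seen. Baiap2, drawn as increased, was lower in Con-DHT, with a log2 fold change of -0.71 (SE 0.18, adjusted p = 0.042 by limma), and its groups overlapped. Its symbol and colour were read by eye, and a misreading cannot be excluded. Fas, the death receptor gene drawn as decreased, fell by 0.61 on the log2 scale (SE 0.10, adjusted p = 0.0062 by limma) and is a different gene from the fatty acid synthase gene Fasn, which is also written Fas. With DESeq2, 67 of the drawn genes had an adjusted p of at most 0.05 in the drawn direction.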

A pictorial representation of the genes mediated by STAT5b. Genes (nodes): green- down regulated, red- up regulated. Genes involved in metabolism are shown in bigger font. Arrows: orange- predicted activation, blue- predicted inhibition, yellow- inconsistent findings, grey line- not predicted.

Suppl. Fig 4

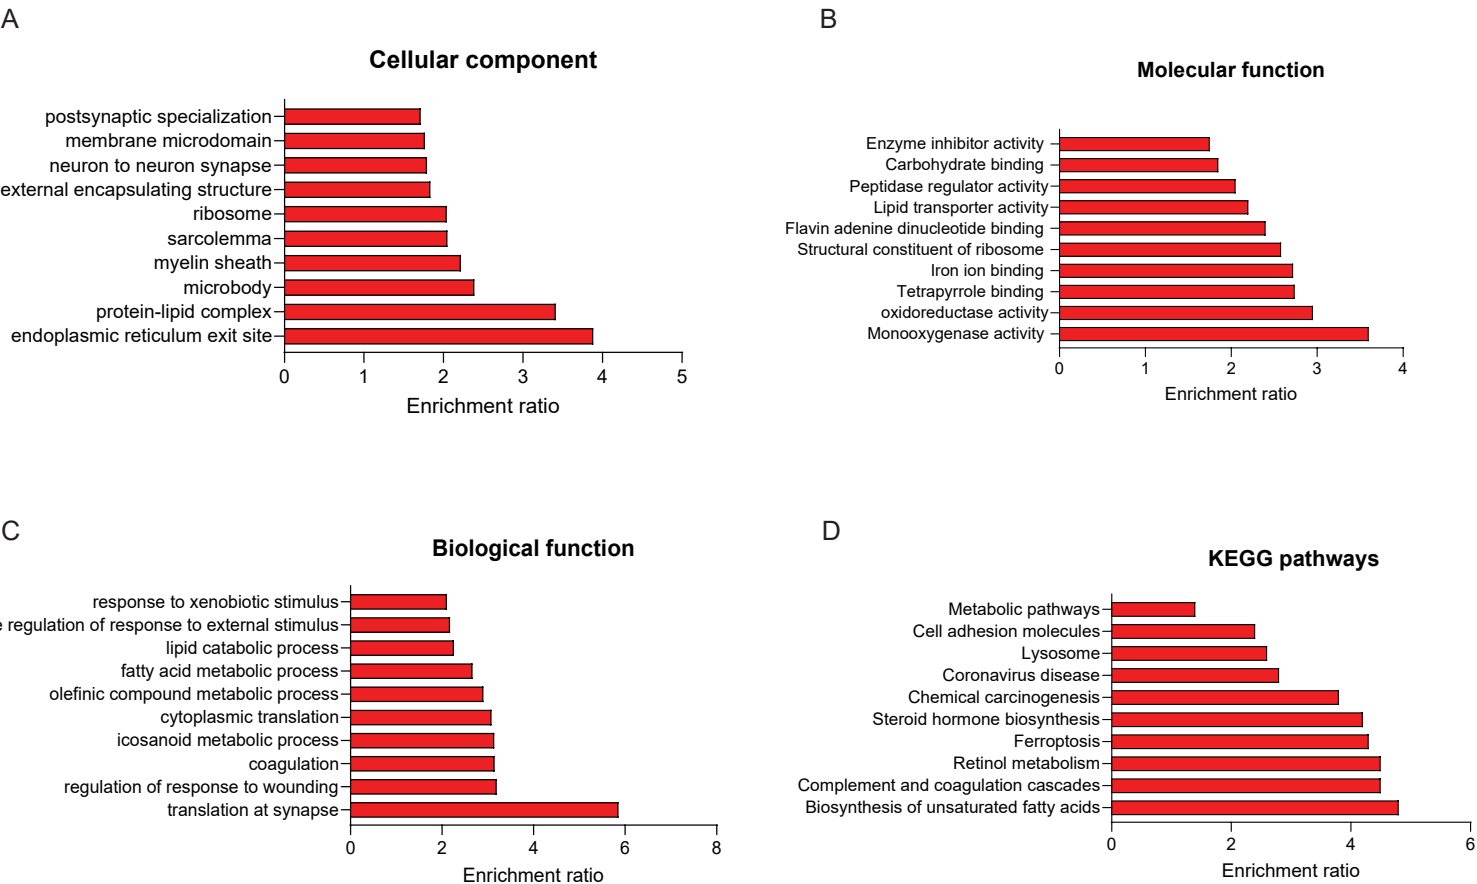

Suppl. Fig 4. Metabolic pathways are enriched in livers of DHT treated WD fed mice

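The authors ran these enrichments on the genes called by DESeq2. Their gene sets were not used here, and overlaps were computed for hand-made lists with limma's calls. Of 71 tested genes taken by family to stand for monooxygenase activity, 27 were called, 8 higher and 19 lower in Con-DHT, or 38.0% against 7.06% of all other tested genes. The odds ratio was 8.08 (two-sided Fisher's exact test, adjusted p = 4.3e-13 over 6 gene sets). Of 83 cytosolic ribosomal protein genes, 16 were called lower and 0 higher, with 63 at an unadjusted p of at most 0.05, and the odds ratio was 3.11 (adjusted p = 5.0e-04). The odds ratio of the ribosomal protein genes depended on the test and scaling, and was 0.248 with the libraries scaled to an equal total without the Mup genes (2 genes called, adjusted p = 0.039, a depletion), 1.58 with edgeR (9 genes, adjusted p = 0.23) and 4.42 with DESeq2 (29 genes, adjusted p = 1.2e-08). It was 0 with spike-in scaling and 8.00 with a correction for transcript length and GC content, both chosen after seeing the data. A score over the 83 genes was 0.13 ± 0.069 (SD, n = 4) in Con-Veh and -0.13 ± 0.15 (SD, n = 4) in Con-DHT, and the groups did not overlap (exact two-sided permutation test, p = 0.029, the smallest that 4 mice against 4 allow, adjusted p = 0.095 over 5 gene panels).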

(A) Cellular component, (B) Molecular function, (C) Biological function, (D) KEGG pathways of differentially regulated genes (both up and down regulated) following DHT treatment in livers of WD mice. Pathways were visualized by Webgestalt (<https://www.webgestalt.org/>).

Suppl. Fig 5

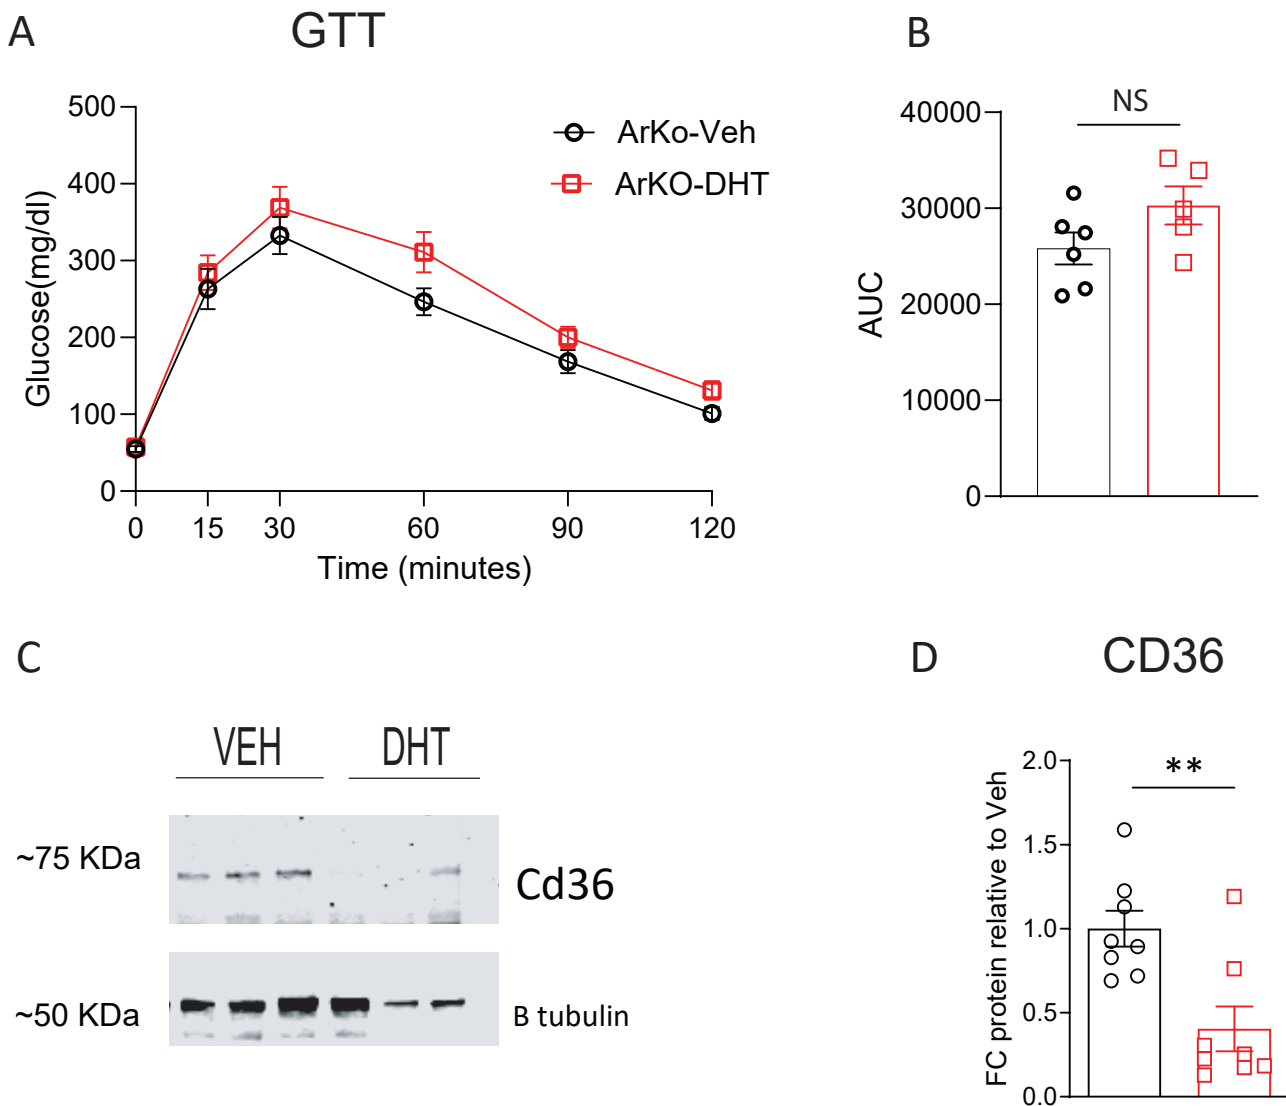

**Suppl. Fig 5. DHT reduced CD36, a fatty acid transporter in livers of Hep ARKO mice.**

(A) Glucose tolerance test (GTT), (B) Area under curve (AUC) for GTT. (C-D) Representative western images, densitometric analysis of CD36 in HepARKO-Veh and HepARKO-DHT mice. (N=5-8). Statistical analysis was performed by Student t-test. Values are mean  $\pm$  SEM.  $p \leq 0.05$ ; \*\*  $p < 0.01$ , NS- non significant. FC= Fold change

Suppl. Fig 6

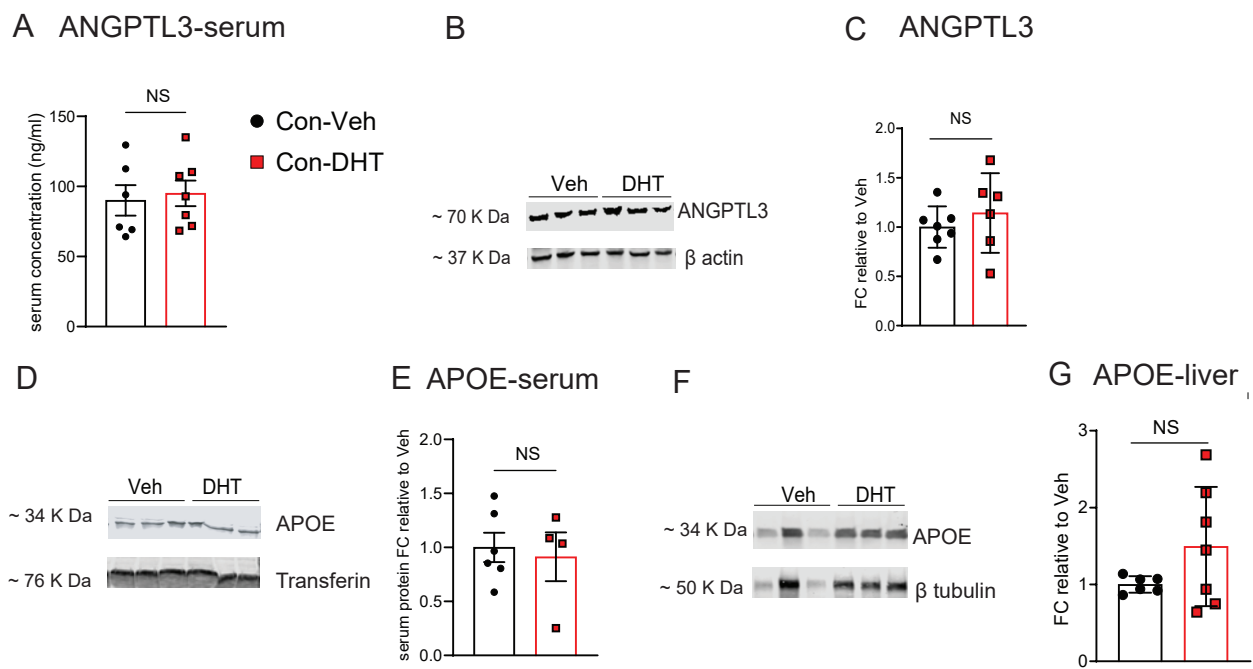

**Suppl. Fig 6. Proteins involved in lipid secretion remain unchanged in DHT-treated WD-fed mice**

(A) Serum Angptl3 was measured by ELISA. (B-C) Representative immunoblot of Angptl3 and its densitometric analysis in livers of mice fed WD. (D-E) Representative immunoblot, densitometric analysis of serum APOE. (F-G) Representative immunoblot, densitometric analysis of APOE in livers of mice fed WD. (N=4-7) Statistical analysis was performed using student t-test. Values are mean  $\pm$  SEM.  $p \leq 0.05$ ; NS- non significant. FC= Fold Change

**Suppl. Table 1**

| <b>Analyte</b> | <b>Kit</b>                                    | <b>Vendor</b>                  | <b>Catalog #</b> | <b>RRID</b> |
|----------------|-----------------------------------------------|--------------------------------|------------------|-------------|
| Insulin        | Ultra-Sensitive Mouse Insulin ELISA Kit       | Crystal Chem                   | 90080            | AB_2783626  |
| Leptin         | Leptin Mouse ELISA Kit                        | Thermo Fisher Scientific       | KMC2281          |             |
| FGF21          | Mouse/Rat FGF-21 Quantikine ELISA Kit         | R&D Systems                    | MF2100           | AB_2783730  |
| DHT            | Human Dihydrotestosterone (DHT) ELISA Kit     | Alpha Diagnostic International | 1940             | AB_3678590  |
| ALT            | ALT/GPT Liquid (Kinetic) Assay                | Teco Diagnostics               | NC9851323        | —           |
| Prolactin      | Milliplex Mouse Pituitary Magnetic Bead Panel | Millipore                      | RPTMAG-86K       | AB_2716840  |
| GH             | Milliplex Mouse Pituitary Magnetic Bead Panel | Millipore                      | RPTMAG-86K       | AB_2716840  |
| Angptl3        | Mouse ANGPTL3 ELISA Kit                       | Thermofisher                   | EMANGPTL3        | AB_3716557  |

Suppl. Table 1. List of kits used in serum hormone and ALT assays

**Suppl. Table 2**

|                          |                          |
|--------------------------|--------------------------|
| ACSL1 FP                 | CAGAACATGTGGGTGTCCAG     |
| ACSL1 RP                 | GTTACCAACATGGGCTGCTT     |
| FAS FP                   | GTCTGTGTCTTTTTGGACGGC    |
| FAS RP                   | CAGCTTTCTCGGACTCCCAC     |
| FATP2 (SLC27A2) FP       | ATTCGTGCCAAGTCTCTGCT     |
| FATP2 (SLC27A2) RP       | GTAAAAGACGGACACGGCAT     |
| FATp5 FATP5 (SLC27A5) FP | GCCTATGCCACACCTCATTT     |
| FATp5 FATP5 (SLC27A5) RP | ACCCGGACAACCTTTGTGAAG    |
| CD36 FP                  | ATGGGCTGTGATCGGAACTG     |
| CD36 RP                  | AGCCAGGACTGCACCAATAAC    |
| LIPG FP                  | ATGCGAAACACGGTTTTCTTG    |
| LIPG RP                  | TGGGTTTATGATGCTCATCTCG   |
| CPT1a FP                 | CCATCCTGTCCTGACAAGGTTTAG |
| CPT1a RP                 | CCTCACTTCTGTTACAGCTAGCAC |
| APOE FP                  | CTGACAGGATGCCTAGCCG      |
| APOE RP                  | CGCAGGTAATCCCAGAAGC      |
| Apoa4 FP                 | CAGTGAGGAGCCCAGGATGTT    |
| Apoa4 RP                 | TCTACAGCCTCCTTGGCATT     |
| Ces3b FP                 | AAAATACCTTCGAGCCTTCCC    |
| Ces3b RP                 | TTTCCTGTGCGTGCAAAC       |
| SLCO1A1 FP               | CAGGGGCATGCAGGATGTAT     |
| SLCO1A1 RP               | GTCTGGAGAGTGGATGTCGC     |
| Igf1 FP                  | GCTGCTGAAGCCATTCATTT     |
| Igf1 RP                  | TTGCTCTTAAGGAGGCCAAA     |
| RPL19 FP                 | ATGAGTATGCTCAGGCTACAGA   |
| RPL19 RP                 | GCATTGGCGATTCATTGGTC     |

Suppl. Table 2. List of primers used in q-PCR.

**Suppl. Table 3**

| <b>Target</b>    | <b>Host / Clone</b> | <b>Vendor</b>             | <b>Catalog #</b> | <b>RRID</b> |
|------------------|---------------------|---------------------------|------------------|-------------|
| PCK1             | Rabbit polyclonal   | Abcam                     | Ab70358          | AB_1925305  |
| G-6-Pase         | Rabbit polyclonal   | Novus                     | NBP1-80533       | AB_11044224 |
| CD36             | Rabbit monoclonal   | Cell Signaling Technology | 28109            | AB_3675401  |
| p-STAT5 (Y694)   | Rabbit monoclonal   | Cell Signaling Technology | 4322             | AB_10544692 |
| Akt (pan)        | Rabbit monoclonal   | Cell Signaling Technology | 4691             | AB_915783   |
| p-Akt (S473)     | Rabbit monoclonal   | Cell Signaling Technology | 9271             | AB_329825   |
| $\beta$ -Actin   | Mouse monoclonal    | Thermo Fisher Scientific  | MA5-15739        | AB_10979409 |
| Lamin A/C        | Mouse monoclonal    | Cell Signaling Technology | 4777             | AB_10545756 |
| HDAC1            | Mouse monoclonal    | Abcam                     | Ab68436          | AB_1860585  |
| Angptl3          | Rabbit polyclonal   | Thermo Fisher Scientific  | MA5-35681        | AB_2849581  |
| ApoE             | Rabbit polyclonal   | Cell Signaling Technology | 49285            | AB_3714592  |
| $\beta$ -tubulin | Mouse monoclonal    | Thermo Fisher Scientific  | MA5-16308        | AB_2537819  |
| Transferrin      | Rabbit monoclonal   | Proteintech               | 17435-1-AP       | AB_2035023  |

Suppl. Table 3. List of antibodies used in western blots

**Suppl. Table 4: Adult female mice receiving DHT for 6 months did not have changes in liver and serum lipids.**

| Regular Diet 6 months        |                            |                            |
|------------------------------|----------------------------|----------------------------|
|                              | Veh                        | DHT                        |
| Bw (g)                       | 28.14 ± 0.83 <sup>a</sup>  | 28.03 ± 0.58 <sup>a</sup>  |
| Corrected liver weight (g/g) | 0.043 ± 0.000 <sup>a</sup> | 0.041 ± 0.001 <sup>a</sup> |
| liver TG (mg/g)              | 28.81±3.21 <sup>a</sup>    | 25.14±2.05 <sup>a</sup>    |
| Liver Cholesterol (mg/g)     | 3.39±0.44 <sup>a</sup>     | 3.80±0.64 <sup>a</sup>     |
| Serum TG (mg/dL)             | 60.34±7.10 <sup>a</sup>    | 63.76±3.91 <sup>a</sup>    |
| Serum Cholesterol (mg/dL)    | 129.4±8.98 <sup>a</sup>    | 115.7± 8.40 <sup>a</sup>   |
| ALT (U/L)                    | 53.81± 13.35 <sup>a</sup>  | 40.79± 3.51 <sup>a</sup>   |

Data were analyzed using Student's *t*-tests (N=6-15). Values are mean ± SEM

**Suppl. Table 5: Adult female mice fed with WD and receiving DHT for 8.5 weeks show increased brown adipose tissue weight (corrected to body weight).**

|     | Con-Veh       | Con-DHT       | P value |
|-----|---------------|---------------|---------|
| g/g | Mean ±SEM     | Mean ±SEM     |         |
| GF  | 0.008±0.002   | 0.010±0.001   | NS      |
| IF  | 0.007±0.001   | 0.008±0.001   | NS      |
| BAT | 0.0018±0.0001 | 0.0023±0.0001 | **      |

Data were analyzed using Student's *t*-tests (N=10-11). Values are mean ± SEM (p≤0.05). \*\*- p<0.01, NS-Non Significant.

**Suppl. Table 6: Top 20 Upregulated and Downregulated Hepatic Genes Identified by RNA-seq**

| Top 20 downregulated genes |               |                |           |                  |
|----------------------------|---------------|----------------|-----------|------------------|
|                            | Gene.name     | log2FoldChange | P value   | adjusted p-value |
| 1                          | Fmo3          | -8.05          | 2.08E-37  | 1.49E-33         |
| 2                          | Cyp2b13       | -6.66          | 1.74E-21  | 8.32E-19         |
| 3                          | Sult3a1       | -6.34          | 3.82E-19  | 1.41E-16         |
| 4                          | Sult2a2       | -6.23          | 9.12E-06  | 0.00029          |
| 5                          | Albg          | -5.85          | 1.32E-08  | 9.33E-07         |
| 6                          | Cyp3a44       | -5.77          | 2.6E-25   | 2.07E-22         |
| 7                          | Slc22a26      | -5.75          | 2.1E-18   | 7.17E-16         |
| 8                          | Gm29920       | -5.73          | 2.63E-09  | 2.25E-07         |
| 9                          | Cyp2a4        | -5.60          | 1.62E-24  | 1.16E-21         |
| 10                         | Cyp3a16       | -5.45          | 1.78E-05  | 0.000511         |
| 11                         | Cyp3a41a      | -4.74          | 4.12E-05  | 0.001035         |
| 12                         | Gm42375       | -4.62          | 1.34E-08  | 9.37E-07         |
| 13                         | Aldh3b3       | -4.34          | 4.82E-20  | 2.04E-17         |
| 14                         | Rsph4a        | -4.06          | 1.43E-12  | 2.23E-10         |
| 15                         | Cyp2c69       | -3.99          | 5.24E-07  | 2.47E-05         |
| 16                         | Hao2          | -3.99          | 7.72E-26  | 7.92E-23         |
| 17                         | Slc22a27      | -3.31          | 8.72E-33  | 3.13E-29         |
| 18                         | Cyp2b9        | -3.12          | 0.000341  | 0.005887         |
| 19                         | Lcn2          | -3.06          | 0.00477   | 0.045325         |
| 20                         | Prtn3         | -3.05          | 9.35E-05  | 0.002032         |
| Top 20 Upregulated genes   |               |                |           |                  |
|                            | Gene.name     | log2FoldChange | P value   | adjusted p-value |
| 1                          | Mup7          | 9.05           | 2.65E-33  | 1.27E-29         |
| 2                          | Cyp4a12a      | 8.08           | 1.63E-25  | 1.47E-22         |
| 3                          | Cyp4a12b      | 7.45           | 3.20E-27  | 4.17E-24         |
| 4                          | Mup14         | 6.82           | 2.89E-28  | 5.19E-25         |
| 5                          | Mup1          | 6.60           | 1.09E-20  | 4.74E-18         |
| 6                          | Hsd3b5        | 6.31           | 1.61E-10  | 1.67E-08         |
| 7                          | Mup11         | 6.07           | 1.48E-26  | 1.64E-23         |
| 8                          | Pitx3         | 5.88           | 1.87E-07  | 9.85E-06         |
| 9                          | Obp2a         | 5.69           | 2.49E-10  | 2.47E-08         |
| 10                         | Mup20         | 5.25           | 3.91E-103 | 5.61E-99         |
| 11                         | Mup16         | 5.12           | 4.26E-14  | 9.27E-12         |
| 12                         | Csn3          | 5.04           | 2.93E-06  | 0.000111         |
| 13                         | Mup-ps19      | 4.85           | 5.61E-30  | 1.15E-26         |
| 14                         | Mup12         | 4.81           | 4.33E-16  | 1.20E-13         |
| 15                         | C330002G04Rik | 4.52           | 1.07E-30  | 2.56E-27         |
| 16                         | Mup17         | 4.49           | 1.77E-10  | 1.81E-08         |
| 17                         | Serpina1c     | 4.42           | 5.68E-05  | 0.001358         |
| 18                         | Cyp2d9        | 4.40           | 1.53E-10  | 1.61E-08         |
| 19                         | Mup15         | 4.21           | 3.45E-09  | 2.87E-07         |
| 20                         | Gm3839        | 3.96           | 3.16E-05  | 0.000833         |

RNA-seq was conducted on liver tissue from Veh and DHT mice fed a WD (N = 4 per group). 

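A log2 fold change from DESeq2 compares mean read counts after division by a size factor, whereas limma compares means of log2 values, so that the latter gives less weight to a single mouse with a high count. Run on the reads recovered from the deposited values, DESeq2's log2 fold changes lay a median of 0.0021 from those listed for the 40 genes, and limma's a median of 0.46. Among the listed genes, those with at most 3 reads in every library of the lower group were Mup1, Cyp4a12b, Pitx3, Obp2a, Csn3, Gm3839, Gm29920 and Gm42375, for which a fold change is a lower bound. Against that floor, Cyp4a12b was at least 102-fold, Obp2a at least 12.8-fold, Pitx3 at least 9.76-fold and Csn3 at least 8.33-fold higher in Con-DHT, while Gm29920 was at least 13.1-fold and Gm42375 at least 8.15-fold lower. The bound for Csn3 leans on 1 mouse. Its value was 61.2 in Con-DHT replicate 3 and between 8.70 and 18.6 in the other Con-DHT libraries, with a mean of 24.6 ± 24.9 (SD, n = 4).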

Differentially expressed genes were identified using DESeq2, and the top 20 upregulated and top 20 downregulated genes are shown, ranked by log<sub>2</sub> fold change. Log2FC and adj P values were generated using Wald test.

**Suppl. Table 7: Significant Differential Regulation of Carboxylesterase Family Members**

|       | log2FC   | P value  | adjusted p-value |
|-------|----------|----------|------------------|
| Ces1c | -0.71715 | 8.87E-18 | 2.77E-15         |
| Ces3b | 1.308827 | 2.67E-10 | 2.63E-08         |
| Ces3a | 0.844658 | 1.56E-07 | 8.28E-06         |
| Ces1b | -0.94278 | 5.78E-07 | 2.68E-05         |
| Ces2c | 1.656466 | 5.96E-05 | 0.001416         |
| Ces1g | -0.75902 | 0.001341 | 0.017825         |
| Ces4a | 2.775824 | 0.001764 | 0.022155         |

RNA-seq analysis conducted on liver tissues from Veh and DHT mice (N=4 per group). 

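Carboxylesterases hydrolyse esters, triglycerides among them, and their genes lie in tandem, so that reads which match several copies were not counted. Ces2c, on chromosome 8 from 104847068 to 104854483, was at 37.7 ± 14.9 (SD, n = 4) in Con-Veh and 119 ± 72.6 (SD, n = 4) in Con-DHT, and Ces1g, on chromosome 8 from 93302369 to 93337308, at 2276 ± 416 and 1345 ± 512. Of the tested genes of the family that the supplement does not list, Ces1d, Ces1e, Ces1f, Ces2a, Ces2e and Ces2g, none was called by limma. The largest log2 fold change in size, picked after the values were seen, was that of Ces1d, at -0.46 (SE 0.25, adjusted p = 0.30 by limma), and the values of all 6 overlapped between the groups.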

Data revealed significant differential expression of multiple carboxylesterase (Ces) genes. Log2FC and adj P values were generated using Wald test.

How the deposited data were processed for this re-analysis (not part of the article)

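RNA from the livers of 4 Con-Veh and 4 Con-DHT female mice on a WD was sequenced, with 1 library per mouse. Samples were assigned to groups and replicate numbers from the labels given with the data, and all 8 were used.

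According to the supplemental methods, the authors demultiplexed and trimmed the reads with bcl2fastq and Trimmomatic, aligned them with STAR to an Ensembl mouse genome whose release and build are not named in the paper's text, counted uniquely mapped reads in exons with featureCounts and tested for differences with DESeq2. ERCC spike-in RNA was added before library preparation. The deposited values are a normalized signal: the read counts of each gene divided by 1 size factor per library, as the authors' use of DESeq2 gives. They are already comparable between libraries and no other normalization was applied to them in the main comparison. The table has 14371 features and holds none with fewer than 81 reads over the 8 libraries, so that weakly expressed genes had been left out before the values were deposited.

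Each column was found to be made of whole multiples of a smallest step, and dividing by that step gave whole numbers for 100% of the values. The steps equal the size factors that DESeq2's median-of-ratios method computes from those whole numbers, to within 4.43e-08%. The recovered reads on mouse genes ranged from 13123962 to 17815944 per library, with medians of 15439690 in Con-Veh and 14375913 in Con-DHT. In the libraries, 3 reads correspond to deposited values between 2.61 and 3.30, and groups with at most 3 reads in every library were treated as being at the floor, so that folds against them are lower bounds. Spreads are SDs over mice.

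The main comparison was fixed before the data were examined. Because the values are normalized, it used log2(value + 1) for the 14312 mouse genes with a mean of at least 10 and limma 3.58.1 (lmFit, and eBayes with an intensity trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The pseudocount of 1 shrinks the fold changes of genes with low values. The count tests were run as alternatives on the recovered reads: edgeR 4.0.16 (quasi-likelihood test with TMM) called 1024 genes and DESeq2 1.42.0 (Wald test) called 1569. The genes named in the text were chosen by a rule: every gene the paper names for this experiment in its text, Fig. 3A, Fig. 4A and Tables S6 and S7; the genes of the growth hormone, lipoprotein, lipogenesis and sex-check panels; and, among genes named nowhere in the paper, the 5 largest increases and the 5 largest decreases with an adjusted p of at most 0.05, a mean of at least 50 and no overlap between the groups. Genes named outside it are said to have been chosen after their values were seen.

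Gene sets were hand-made lists or symbol rules, tested with a two-sided Fisher's exact test against all other tested genes and adjusted over 6 sets. Panel scores are the mean of the centred log2 values of the panel's genes in each library, tested by an exact two-sided permutation over the 70 arrangements of 4 against 4, for which the smallest p is 0.029, and adjusted over 5 panels. The targets of STAT5B were read by eye from the supplement's drawing. The authors' enrichment sets, upstream-regulator database and list of sex-biased genes were not used here.

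The alternatives were other pseudocounts (0.1 and 5), no filter or a mean of at least 50, quantile normalization, scaling to an equal total without the Mup genes or to an equal upper quartile, limma without the trend, limma with array weights, the replicate number as a block, edgeR, DESeq2 and leaving out each library in turn. Added after the data were seen were scaling by the spike-ins, DESeq2 on every feature with the spike-ins included, and a correction of each library for transcript length and GC content by loess (span 0.5). The pairing by replicate number comes from the labels, where the same number stands for different mice of the 2 groups, and the paper describes no pairing.

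Libraries of the same group were compared for duplicates: the chi-square per degree of freedom over genes was between 19.1 and 61.2 for the 12 pairs, far above sampling noise, so that each counted as a separate replicate. The tests were tried on a single draw of simulated counts with the means and library sizes of the real genes. Known changes were put into 191 of the 14162 genes that passed the filter. The dispersion of each gene was that of the trend at its mean, so that genes of equal mean varied equally. Limma called 179 genes and found 91.1% of the changed genes, edgeR found 92.1% with 181 calls and DESeq2 92.1% with 195 calls; 2.8%, 2.8% and 9.7% of the calls were false. Positions and gene types came from GENCODE M21 (GRCm38). Pseudogenes were matched to parent transcripts with blastn 2.17.0 (E-value of at most 1e-20). Scores, permutations and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.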

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

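The comparison of pseudogenes with their parent genes was written down before its result was seen; the other tests in this part, and the lists of tissue genes, were chosen after the pattern was seen.

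Of 335 processed pseudogenes tested, 139 were called higher in Con-DHT, 21.1% of all genes called higher, although such pseudogenes are 2.34% of the tested genes. The paper does not discuss them. Their median log2 fold change was 0.77 and 254 of them were above 0. A score over the 335 pseudogenes lay between -0.63 and -0.22 in the Con-Veh libraries and between 0.40 and 0.62 in the Con-DHT libraries. A mean of at least 50 was reached by 65 of them, and 24 of these were called higher under that filter. Under the other alternatives with all libraries it was between 113 and 150.

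Several explanations of the pseudogene pattern were tested. Genomic DNA in the Con-DHT libraries would raise other weakly expressed RNA as well, and the 960 long noncoding and antisense genes had a median log2 fold change of -0.10. A larger number of reads does not account for it, since the median number of reads on genes in Con-DHT was 0.931 times that in Con-Veh. With length and GC content corrected, 131 were still called higher. The correction did not make the calls among the shortest protein-coding genes more balanced, so that it cannot rule out a GC bias for short transcripts such as pseudogenes. Without the correction, 75 of the shortest sixth of these genes were called higher and 112 lower. A length bias of that kind would lower short transcripts in Con-DHT, which argues against it as the source of the rise of the pseudogenes. Reads of the parent gene assigned to its pseudogene could raise it, and the gain in value rose with the mean of the most similar protein-coding gene across 314 pseudogenes, with a Spearman correlation of 0.12 (permutation test, p = 0.038; genes are not independent replicates). The pseudogenes were a median of 98.7% identical to those transcripts, while the log2 fold changes of pseudogene and parent were nearly unrelated (0.042). The 220 distinct parents had a median log2 fold change of -0.099, with 18 called lower and 6 higher. A fixed share of misassigned reads would make a pseudogene follow its parent, so these values argue against it. For a number of pseudogenes the most similar gene was Gm3839, with a mean of only 14.3, which weakens both correlations. A misassigned share that differs between the groups was not tested and remains. RNA from developing nervous tissue or a similar cell type is another candidate source: a score over 42 genes of the developing nervous system was 0.32 higher in Con-DHT, with 31 of the 42 above 0, 3 called higher and 1 called lower (exact two-sided permutation test, p = 0.029, the smallest that 4 against 4 allow). A direct effect of DHT on the same genes would give the same score, and the score does not test whether such RNA is the source of the pseudogene reads. Reads from another organism and variants of the mouse strain against the reference were not tested, because they need the reads. The pattern may be technical or biological, and cannot be told apart from shared reads or from RNA of other cells.

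Genes typical of other tissues varied together between libraries of the same treatment. For 4 lists of tissue genes, the spread of the list's score within the treatment groups was set against 10000 random lists of the same size and mean value. The spread was 0.66 for 17 skeletal muscle genes, against a median of 0.11 for random lists, and 0.26 for 52 brain genes, against 0.056; the share of random lists with as large a spread was 0.0001 for both, the smallest that the draw can give, and 2.0e-04 adjusted over the 4 lists. For 30 brown fat genes the spread was 0.11, with a share of 0.0394 and 0.053 after adjustment, and for 20 inner ear genes it was 0.12, with a share of 0.1375, within that of random lists. The brain score was between -0.47 and -0.095 in the Con-Veh libraries and 0.69, 0.18, -0.12 and 0.31 in Con-DHT replicates 1 to 4, so that it nearly followed the treatment, and an effect of DHT on these genes was not tested. The muscle score was highest in Con-DHT replicates 3 and 4, at 1.30 and 0.93, and between -0.77 and 0.19 in the other libraries. Myh4, a muscle myosin gene singled out after its values were seen, was at 993 and 467 there and at most 97.5 elsewhere. RNA from skeletal muscle and from brain may have entered some of the libraries, from tissue taken along with the liver or from other libraries. The values do not separate these sources, and no biological explanation was tested for the muscle genes, since no condition divides the libraries that way.

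In 7 of 134 groups of 4 libraries, a single library lay far from the other 3 by its gap relative to the range of the group, where chance gives about 6.7. These were the lowest values of Elovl6 in Con-Veh replicate 3 (a gap of 0.862 of the range) and in Con-DHT replicate 3 (0.867), of Pparg in Con-DHT replicate 3 (0.870) and of Ces1g in Con-Veh replicate 2 (0.832), and the highest values of Fas in Con-Veh replicate 2 (0.855), of Sec23a in Con-Veh replicate 4 (0.873) and of the ribosomal protein score in Con-Veh replicate 1 (0.847). Their number is what chance gives and no explanation was tested. Elovl6 was called in all 8 fits that left out a library. Fas was named after its values were seen.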

How the results depend on the processing

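The alternatives were set in advance, apart from the spike-in scaling, DESeq2 on every feature with the spike-ins, and the correction for length and GC content, which were chosen after seeing the data. Where a result changed, the cause was not tested.

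Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes as the split into Con-Veh and Con-DHT, namely that split itself, and no other split called more than 22. Among the 8 splits that part all 4 same-numbered pairs it was again 1, but 8 splits cannot give a share under 0.05. The remaining splits keep 2 or 4 of the same-numbered pairs together.

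The number of genes called was between 856 and 1290 under the alternatives with all libraries, apart from 648 with a minimum mean of 50 (358 higher, and 160 with a log2 fold change of at least 1 in size), 700 with the replicate number as a block, 1569 with DESeq2 (646 lower), 1568 with DESeq2 on every feature (639 lower) and 644 with spike-in scaling (74 lower). Leaving out 1 library gave 633 to 905 genes, with 177 to 316 lower. Higher calls were 63.8% of all calls. Scaling to an equal total without the Mup genes gave 83.9% (1082 higher and 208 lower), spike-in scaling 88.5% and the correction for length and GC content 52.2%. Spike-in scaling shifted the median log2 fold change of all genes to 0.20. Of the main calls, 866, 468 and 938 were shared with these 3 settings, 1030 with DESeq2 and 984 with edgeR.

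Same-numbered mice are different animals, and their deviations from the group means had a mean correlation of -0.072, against 0.024 for differently numbered mice. With the replicate block, 249 genes were lower and 634 of the called genes were shared with the fit without it.

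The odds ratio of the ribosomal protein genes fell below 1 with quantile normalization (0.856), equal total without the Mup genes (0.248), spike-in scaling (0, with 0 genes called), no intensity trend (0.387) and the replicate block (0.728), was no longer significant with the equal upper quartile (1.76) and edgeR (1.58), and lay between 0.508 and 11.3 with 1 library left out. With the equal total the set was depleted (adjusted p = 0.039). It rose with array weights (4.27, 22 genes called), DESeq2 (4.42, 29 genes) and the correction for length and GC content (8.00, 33 genes). At an unadjusted p of at most 0.05 there were 63 such genes. That of the ER exit site genes rose above 1 with equal total without the Mup genes (2.11), DESeq2 (1.30) and DESeq2 on every feature (1.30), without passing the test, and lay between 0 and 1.2 with 1 library left out. With spike-in scaling, the odds ratios of the unsaturated fatty acid genes (2.94) and the lipid transport genes (2.10) were no longer significant, and 2 of the genes measured by qRT-PCR were called. DESeq2, on the tested genes and on every feature, called 7 carboxylesterase genes of Table S7 and 8 of those measured by qRT-PCR. The difference in the lipogenesis score changed sign with the correction for length and GC content (-0.0099), and lay between -0.047 and 0.097 with 1 library left out, below 0 without Con-Veh replicate 1, Con-Veh replicate 4 or Con-DHT replicate 2. The calls of retinol metabolism and monooxygenase genes, Table S6 and the STAT5B targets kept their direction and side of the threshold or stayed within 1.5 times their number in every alternative.

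The sign of the log2 fold change changed for Slc27a5 with spike-in scaling (0.035), for Fasn with equal total without the Mup genes (0.027) and spike-in scaling (0.14), and for Igf1 with the correction for length and GC content (-0.071). With 1 library left out, Fasn lay between -0.14 and 0.070, above 0 without Con-DHT replicate 3, and Igf1 between -0.055 and 0.11, below 0 without Con-Veh replicate 4, Con-DHT replicate 1 (-0.0035) or Con-DHT replicate 4 (-0.052). None of these genes was called in any setting. For the 61 genes named in the text, 21 values became weaker and 22 stronger under the alternatives set in advance and 685 stayed on their side. Under the added alternatives 9 became weaker and 20 stronger, and with 1 library left out 48 and 16. Of the 39 genes called, 22 were called in every setting.

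With 4 mice in each group, permutations cannot give a p below 0.029, and panel scores adjusted over 5 panels could pass 0.05 only if at least 3 panels reached that value.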

Differences from the paper's values

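The paper reports 1568 genes with an adjusted p below 0.05, and 1032 were found with limma on the deposited values. Of the alternatives set before the data were examined, DESeq2 on the recovered reads (1569), scaling to an equal total without the Mup genes (1290) and array weights (1130) came within 1.5 times the paper's number; the others, edgeR (1024) and the replicate block (700) among them, did not. DESeq2 is the test that the paper's methods state. DESeq2 on every feature with the spike-ins gave 1568 and the correction for length and GC content gave 1118, both chosen after seeing the values.

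For Serpina1c, Table S6 gives the paper's log2 fold change as 4.42, and it was 0.54 here. None of the alternatives, planned or added, closed the gap, and they lay between 0.48 and 0.74. Serpina1e, a gene of the same family, had a log2 fold change of 4.42 with DESeq2 (adjusted p = 0.0014). Both values match those listed for Serpina1c, whose own values with DESeq2 were 0.54 and an adjusted p of 4.8e-08. With DESeq2 the other listed genes lay at most 0.0061 from their listed log2 fold changes. The listed row thus holds the values that Serpina1e has here, and why it carries the symbol Serpina1c cannot be told.

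Table S6 lists Lcn2, Prtn3 and Gm3839 as changed, and limma did not call them (adjusted p = 0.16, 0.10 and 0.072). All 3 were called by DESeq2 (0.045, 0.0019 and 0.00081), by DESeq2 on every feature and by spike-in scaling, the last 2 settings chosen after seeing the values, Prtn3 also without Con-Veh replicate 3 and Gm3839 also without Con-DHT replicate 2. Over the alternatives set in advance their adjusted p ranged from 0.045 to 0.23, 0.0019 to 0.15 and 0.00081 to 0.14.

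Table S7 lists Ces2c, Ces1g and Ces4a as changed, with adjusted p values of 0.051, 0.065 and 0.12 by limma here. DESeq2 called all 3, as did DESeq2 on every feature. Ces2c was also called with edgeR, equal total without the Mup genes, equal upper quartile, array weights, spike-in scaling, the correction for length and GC content, and without Con-Veh replicate 3, Con-DHT replicate 3 or Con-DHT replicate 4. Ces1g was also called without Con-DHT replicate 2, and Ces4a with spike-in scaling and without Con-DHT replicate 3. The spike-in scaling, the correction and DESeq2 on every feature were chosen after seeing the values. The ranges over the alternatives set in advance were 0.0014 to 0.11, 0.017 to 0.13 and 0.022 to 0.17.

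The paper states that the genes taken to qRT-PCR, other than Fatp2, Fatp5 and Pparg, were chosen for a change in the RNA-seq data. Limma did not call Cd36 (0.078), Lipg (0.062), Apoe (0.64), Apoa4 (0.17) or Fasn (0.82), and Igf1, which was added for its role in growth hormone signalling, had an adjusted p of 0.93. DESeq2 called Cd36, Lipg, Apoe and Apoa4 (0.032, 0.012, 0.010 and 0.034), as did DESeq2 on every feature, chosen after seeing the values. Lipg was also called with equal total without the Mup genes, the replicate block and without Con-DHT replicate 3, Cd36 without Con-DHT replicate 2 and Apoa4 without Con-DHT replicate 1. Over the alternatives set in advance the adjusted p ranged from 0.032 to 0.14 for Cd36, 0.012 to 0.11 for Lipg, 0.010 to 0.85 for Apoe, 0.034 to 0.23 for Apoa4 and 0.76 to 0.93 for Fasn, which no setting called. The paper writes Fasn as Fas, which is also the symbol of the death receptor gene. That gene was called lower by limma (adjusted p = 0.0062) and DESeq2 (3.8e-05). Which of them the selection rested on cannot be told from the values.

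The paper describes the lipogenesis genes as unchanged in the RNA-seq data. Elovl6, 1 of the 12 genes on the list used here, was higher in Con-DHT (0.70, adjusted p = 0.0071 by limma), and Acaca was called with DESeq2 (0.023), with equal total without the Mup genes, with the equal upper quartile, without Con-DHT replicate 3 and, chosen after seeing the values, with DESeq2 on every feature (range over the alternatives set in advance 0.023 to 0.11).

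The paper names the ER exit site as the most enriched cellular component. With the hand-made list, the odds ratio was 0.459 (adjusted p = 0.72), and no setting made it pass the test.

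Suppl. Fig. 3B draws Baiap2, named after its value was seen, as increased, and its log2 fold change was -0.71 (adjusted p = 0.042 by limma). With DESeq2 its log2 fold change was -0.72. The symbols and colours were read by eye, and a misreading cannot be excluded. Acnat1 and Cyp2a12, read from the same drawing, were not called by DESeq2 (adjusted p = 0.86 and 0.40), although the drawing was made from called genes. Of the other 69 targets, 48 were called by limma and 67 by DESeq2 in the drawn direction. Table S6 ranks 20 genes in each direction, and 17 of the increases and 18 of the decreases were among the 20 largest found with limma.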

Other observations

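The tests of the spike-in share, of the ribosomal protein score and of the Rps2 pseudogene were chosen after the patterns were seen; that of length and GC content was written down before its result.

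Log2 fold changes rose with transcript length. Over 12846 protein-coding genes, their Spearman correlation with exonic length was 0.16 (across genes, which are not independent replicates). In the shortest sixth of these genes 75 were called higher and 112 lower, and in the longest sixth 132 higher and 24 lower. After each library was corrected for length and GC content the correlation was 0.058, with 83 higher and 80 lower in the longest sixth and 73 higher and 154 lower in the shortest, which became less balanced, and 1118 genes were called, 938 of them also called without the correction. A length or GC bias between the groups could therefore account for part of the excess of higher calls, but the number of calls did not fall.

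The share of reads on the spike-ins fell as the number of reads on genes rose over the 8 libraries, with a Pearson correlation of -0.60 (exact permutation test, p = 0.11) and a Spearman correlation of -0.43 (exact permutation test, p = 0.30), the only such relation tested. Without the 2 libraries farthest from the median depth the Pearson correlation was -0.20 (p = 0.69), so that the relation rests on those libraries. The share is computed from the reads on genes, so that both are tied by construction and the correlation cannot test an effect of library depth. Con-Veh replicate 4 had the most recovered reads of all libraries, 18121104, and the fewest on the spike-ins, 305160. The Con-DHT libraries held fewer reads on genes than the Con-Veh libraries (ratio of the medians 0.931).

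Ribosomal protein genes were lower in Con-DHT as a group, none of the 83 having a log2 fold change above 0. The difference in their score was -0.26 (exact two-sided permutation test, p = 0.029, adjusted p = 0.095) and stayed below 0 under each of the 5 scalings, with -0.051 nearest to 0, under spike-in scaling. Its p was 0.086 with quantile normalization, 0.14 with the equal total without the Mup genes and 0.97 with spike-in scaling (exact two-sided permutation tests). Except for quantile normalization, a scaling moves all genes of a library alike, and the median gene moved along with the score. The number of called genes in this set went from 16 to 0 with spike-in scaling. It is a hypothesis that DHT lowers these transcripts; RNA quality and the share of other cell types in the liver samples were not tested.

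Rps2-ps10, a processed pseudogene singled out after its values were seen, was at 2060, 2043, 1496 and 1743 in Con-Veh replicates 1 and 2 and Con-DHT replicates 2 and 4, and between 27.9 and 41.9 in the other libraries. The sum of Rps2 and Rps2-ps10 varied less between libraries (coefficient of variation 14.9%) than Rps2 alone (26.1%). A candidate explanation is that reads of Rps2 were assigned to Rps2-ps10 in some mice, for example where a strain variant made them match the pseudogene. The values follow no condition, and no biological explanation was tested.

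The paper discusses Mttp and Tm6sf2 for the secretion of lipoproteins, without giving their RNA-seq values. Mttp was at 4703 ± 156 (SD, n = 4) in Con-Veh and 5147 ± 109 (SD, n = 4) in Con-DHT, a log2 fold change of 0.13 (adjusted p = 0.25 by limma). Tm6sf2 was at 849 ± 83.4 and 568 ± 183, a log2 fold change of -0.63 (adjusted p = 0.089 by limma), and DESeq2 called it (0.047, in a range from 0.047 to 0.15 over the alternatives set in advance), as did limma without Con-DHT replicate 3. Of the 10 lipoprotein assembly genes on the list made in advance, limma called 0 and DESeq2 called 2; the groups of 1 of the 10, Mttp, did not overlap, where 2.86% is given by chance.

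The score over 22 cholesterol synthesis genes was 0.26 higher in Con-DHT (exact two-sided permutation test, p = 0.057, adjusted p = 0.095 over 5 panels), and was highest in Con-DHT replicate 4, at 0.63, while the other Con-DHT libraries lay between -0.11 and 0.047. Without Con-DHT replicate 4 the difference was 0.096. With the equal total without the Mup genes it was 0.36 (exact two-sided permutation test, p = 0.029, adjusted p = 0.14). The score over 5 of 17 listed neutrophil and myeloid genes that could be tested was 0.90 lower in Con-DHT (exact two-sided permutation test, p = 0.17, adjusted p = 0.21). None of the 5 panels, 1 of which is not described here, had an adjusted p of at most 0.05. Xist, expressed from the inactive X chromosome of females, was at 9653 ± 1127 (SD, n = 4) in Con-Veh and 11071 ± 1029.5 (SD, n = 4) in Con-DHT.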
